# Air–liquid interface cultures trigger a metabolic shift in intestinal epithelial cells (IPEC-1)

**DOI:** 10.1007/s00418-023-02180-x

**Published:** 2023-02-15

**Authors:** Martin Stollmeier, Stefan Kahlert, Werner Zuschratter, Michael Oster, Klaus Wimmers, Berend Isermann, Hermann-Josef Rothkötter, Constanze Nossol

**Keywords:** Air–liquid interface, ALI, IPEC, Lactate, Glucose, ATP, Metabolism, HIF-1α, Microarray

## Abstract

An improved oxygen availability in air–liquid interface (ALI) cultures of enterocytes of the small intestine seems to be primarily responsible for morphological, metabolic, and functional changes. Intestinal porcine epithelial cells 1 (IPEC-1) are less investigated and are rarely used as model for intestinal barrier but showed a profound change of cell shape during ALI cultivation. We aim to answer the following question: Are the observed morphological effects accompanied by changes in metabolic function? A microarray analysis of submerged culture (SMC) and ALI cultures identified 830 significantly regulated genes. Subsequent functional clustering revealed alterations in 31 pathways, with the highest number of regulated genes in metabolic pathways, carbon metabolism, glycolysis, and hypoxia-inducible factor (*HIF*) signaling. Furthermore, *HIF-1α* as a mediator of a metabolic switch between glycolysis and oxidative phosphorylation showed a trend of increased mRNA levels in ALI in contrast to a reduced nuclear HIF-1α content in the nucleus. Candidate genes of oxidative phosphorylation such as a mitochondrial marker exhibited enhanced mRNA levels, which was confirmed by western blot analysis. Cytochrome C oxidase (*COX*) subunit 5B protein was decreased in ALI, although mRNA level was increased. The oxidation of ferrocytochrome C to ferricytochrome C was used for detection of cytochrome C oxidase activity of isolated mitochondria and resulted in a trend of higher activity in ALI. Furthermore, quantification of glucose and lactate concentrations in cell culture medium revealed significantly reduced glucose levels and decreased lactate production in ALI. To evaluate energy metabolism, we measured cellular adenosine triphosphate (ATP) aggregation in homogenized cell suspensions showing similar levels. However, application of the uncoupling agent FCCP reduced ATP levels in ALI but not in SMC. In contrast, blocking with 2-desoxy-d-glucose (2DG) significantly reduced ATP content in ALI and SMC. These results indicate a metabolic shift in IPEC-1 cultured under ALI conditions enhancing oxidative phosphorylation and suppressing glycolysis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00418-023-02180-x.

## Introduction

The intestinal tract is characterized by villi and crypts. The growth of both structures increases rapidly postpartum, where growth rate and development depend on luminal nutrient composition (Zabielski et al. 2008). The enterocytes form a highly dynamic barrier between the external (luminal/mucosal) and internal (serosal/vascular) compartment due to (1) formation of highly prismatic enterocytes as a monolayer, (2) microvilli on apical side, (3) expression of tight junction complexes, (4) desmosomes and zonula adherens, and (5) localization on a porous support (basement membrane).

For analysis of the intestinal barrier, continuously growing cell lines allow long-term cultivation but should be characterized by the above-mentioned features. These features are largely dependent on the choice of cell line, growth support, and cultivation technique (Klasvogt et al. 2017; Nossol et al. 2011). The function, differentiation, and morphology of enterocytes are also affected by their metabolism (Brandes and Rezende 2021), and this in turn is influenced by nutrient and oxygen supply. Changes in the cellular microenvironment due to a lack or an improved availability of oxygen/glucose or inflammatory stimuli resulted in a profound change of the metabolic state of the cells. Modifying cultivation techniques via air–liquid interface (ALI) culture improves morphological characteristics in gastric epithelial cells (Ootani et al. 2000) and in enterocytes (Nossol et al. 2011) and is a standard protocol for airway epithelial cells (Cozens et al. 2018) but also changes the metabolic state of the cells (Klasvogt et al. 2017; Kondo et al. 1997).

Intestinal porcine epithelial cells 1 (origin: jejunum and ileum; IPEC-1) and intestinal porcine epithelial cells (origin: jejunum; IPEC-J2) are both originally isolated from newborn piglets and are non-transformed and non-tumour derived (Steube et al. 2012). Especially IPEC-J2 represents a well-established model for the simulation of the intestinal barrier (Geens and Niewold 2011; Guilloteau et al. 2010), while IPEC-1 is little used for studies. Nossol and colleagues (Nossol et al. 2011) showed in their study morphological differences in the cultivation of both cell lines via ALI culture. An ALI cultivation of IPEC-1 resulted in a profound change of cell shape, villin expression, and DNA synthesis. In contrast, IPEC-J2 cells only slightly changed their shape but showed a higher number of microvilli and increased villin expression independent of cultivation technique (Nossol et al. 2011). Furthermore, Klasvogt and colleagues (Klasvogt et al. 2017) analyzed the impact of ALI on IPEC-J2 with a focus on metabolism. Although both cell lines originate from the small intestine, they differ from each other. The aim of the study was to examine the effect of ALI on IPEC-1 and shed light on possible metabolic differences between both cell lines.

## Materials and methods

### Cell culture

Intestinal porcine epithelial cells (a friendly gift from Mariana Roseli, Italy; IPEC-1; ACC 705) (Steube et al. 2012) IPEC-1 were regularly tested and found to be free of mycoplasma contamination (Venor GeM Mycoplasma Detection Kit; Minerva Biolabs, Berlin Germany). Cells were grown as described by Nossol et al. (Nossol et al. 2011) with a seeding density of 1.0 × 10^5^/cm^2^ within the upper compartment of the transwell system (ThinCerts; culture size: 113.1 mm^2^; pore size: 1 µm; polyester, Greiner Bio-One, Kremsmünster, Austria). Cultivation was performed in DMEM F12 (1:1) medium supplemented with 5% fetal bovine serum (FBS), 16 mM 4-(2-hydroxyethyl)-1-piperazineethansulfonic acid (HEPES), 1% insulin–transferrin–selenium (ITS) (all from PAN-Biotech, Aidenbach, Germany), and 5 ng/mL epidermal growth factor (EGF; Biochrome, Berlin, Germany). IPEC-1 were grown at 39 °C in an incubation atmosphere of 5% CO_2_ and 95% relative humidity. At the beginning of the experiment, SMC and ALI culture medium was applied to apical and basolateral compartment. After 10 days of cultivation, FBS supplement to the culture medium was reduced stepwise every second day (2.5%, 1%, 0%). Cells were cultured for 21 more days in FBS-free cell culture medium. SMC cultures were incubated with a liquid column of medium (1 mL/12 wells) and ALI cultures with a thin liquid film on the apical side. Cell culture medium was changed every 2 days. For quantification of glucose and lactate cell culture medium was left on cells for 5 days before retrieving samples.

### Transepithelial electric resistance (TEER)

The integrity of the confluence was checked due to visual inspection of the monolayer and a quantification of transepithelial electrical resistance (TEER) using Millicell ERS (Millipore, Darmstadt, Germany). For TEER measurement, prewarmed medium was added to the apical compartment of ALI for the duration of measurement only (maximum duration 5 min). Between the measurements, the electrode was disinfected using 70% ethanol, washed in AMPUWA, and calibrated in prewarmed FBS-free culture medium. TEER was assessed once a week. We defined a threshold value of 0.5 kΩcm^2^ for all cultured cells to be included in our experiments.

### RNA isolation

IPEC-1 were cultured on 24-well ThinCerts with 10 mm diameter. After withdrawal of the apical and basolateral medium, cells were covered with TRIzol reagent (Invitrogen, Waltham, MA, USA) as described by the manufacturer’s protocol and scraped off the membrane. In the next step, chloroform was added to the cell lysate and supernatant was extracted. RNA was precipitated using isopropanol alcohol. RNA was purified using 75% ethanol and stored in RNA-free water peqGOLD (Peglab, Erlangen, Germany) at −80 °C until further processing.

### Microarray analysis

For microarray analysis, the isolated RNA of at least three independent experiments was further purified employing RNeasy Kit (Qiagen, Germany) and quantity was determined using NanoDrop ND-1000 spectrophotometer (Peqlab, Germany).

The array analysis was performed as described by Diesing et al. (Diesing et al. 2012). Briefly, each GeneChip Porcine Genome Array (Affymetrix, UK) was loaded with 500 ng of purified RNA and analyzed using Affymetrix GCOS 1.3 software according to the manufacturer’s directions. The raw data have been deposited in a minimum information about a microarray experiment (MIAME)-compliant database (Edgar et al. 2002), the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo), via the accession number GSE202088. Data were inspected for quality before further preliminary processing using the R package “arrayQualityMetrics” (Kauffmann et al. 2009). Data have been normalized via the GC-RMA approach (R package gcrma). Differentially expressed genes were identified and statistically evaluated using R statistical language, and statistical significance was examined by applying a *t*-test; adjusted *p*-values were used for further analyses (*p* < 0.05). Differences in mRNA abundance between the experimental groups were expressed as fold change (FC) and were calculated from least-squares means. The cutoff criteria considered FC > 1.5 and FC < −1.5. For functional analysis of significantly up- and downregulated genes, cellular and metabolic pathways were mapped using DAVID bioinformatics resources.

## Quantitative real-time PCR

Five experiments were carried out for quantitative real-time PCR. The Quibit RNA Assay Kit (Life Technologies, Waltham, MA, USA) was used to measure RNA content. Using the SensiFast TM SYBR/No-ROX One Step Kit (2 ng RNA, 10 pmol of each primer, Bioline, Germany), qualitative real-time PCR was performed according to the manufacturer’s protocol. For further details of utilized primers, see Table 1.

**Table 1:** Used primer pairs

Name	Function	Sequence 5′–3′	Sequence 3′–5′	Temperature (°C)	Efficiency (%)
*β-Actin*	Cytoskeletal protein	tgcactttattgaactggtctca	gtatgaagttcaacgccctgt	61.0	115
*COX-5B*	Cytochrom-c-oxidase subunit 5B	tgatgaggagcaggcgac	gtcggagtccatggttcctt	56.6	109
*18S*	Ribosomal subunit 18S	gcaattattccccatgaacg	aacctaccaaatcactccgg	60.5	98
*GAPDH*	Glyceraldehyde-3-phosphate-dehydrogenase	acccagaagactgtggatgg	ttccagtagggactcgagtt	56.5	128
*GLUT1*	Glucose transporter 1	gagccctgcctagacacttg	agaagatggggttctccacc	62.5	100
*HIF-1α*	Hypoxia-inducible factor	cagctatttgcgtgtgagga	aactttcggaacctaccaaa	62.0	98
*HK2*	Hexokinase 2	ttgaacagcagaccgtcta	ctttcttgcgactcttac	60.0	108
*Mito-marker*	60 kDa component of mitochondria	gcaaactcttccaccaccag	accgacttctactacacctca	62.5	110
*MCT1*	Monocarboxylate-transporter 1	tccatctgttggctgtcat	cgaactaacgtcgaaggaag	58.5	98
*VIM*	Vimentin	tgtcaagatggctctcgaca	ggacttggactccctttggt	58.5	104

For reverse transcription, samples were heated up to 45 °C for 10 min followed by the activation of polymerase (95 °C, 2 min) and 40 cycles of denaturation (95 °C, 5 s, qTower, Analytik Jena AG, Germany) and annealing with elongation (varying temperature according to the primer, 20 s) in alternating order. *β-Actin* and *18S* served as housekeeping genes, and the geometric mean of both was calculated for further analysis. Experiments were carried out in sets of three technical replicates (*N* = 5), whose results were averaged and further mathematically processed using the ΔΔ−CT method.

### Western blot

The medium was aspirated, and the cells were washed with PBS. After adding SDS loading buffer (1 M Tris base pH 6.8, vol. 10% glycerol, vol. 2% SDS, vol. 0.005% bromophenol blue, vol. 5% β-mercaptoethanol), cell lysate was heated up to 95 °C for 5 min for protein denaturation. The Qubit Protein Assay Kit using the Qubit 2.0 Fluorometer (both Invitrogen, Waltham, MA, USA) was used for quantification of protein content.

Forty micrograms of protein sample as well as PageRuler prestained protein ladder (SM0671, Fermentas Wltham, MA, USA) were loaded on an SDS polyacrylamide gel. After electrophoresis, samples were transferred to 0.45 µm PVDF membrane by semidry electroblotting using Trans-Blot SD Semi Dry Transfer Cell (Bio-Rad, Munich, Germany). The BM Chemiluminescence Western Blotting Kit (1:10,000, mouse/rabbit) was employed for protein detection following the manufacturer’s instructions, but milk (5%, RT, 1 h) was used as blocking reagent. For specific protein identification, different antibodies were utilized: mouse-anti-GAPDH 1:2000 (Cell Signalling, Cambridge, UK), rabbit anti-MCT1 1:1000 (Bioss Antibodies, Woburn, MA, USA), rabbit anti-COX5B 1:1000 (Abgent, Danvers, MA, USA), mouse anti-mitochondria 1:500 (abcam, Cambridge, UK), mouse-anti-HIF-1α 1:500 (Novus Biologicals, Abingdon, UK), rabbit-anti vimentin (1:1000, Origene, USA), and mouse anti-β-actin 1:40,000 (Sigma-Aldrich, Munich, Germany). All primary antibodies were incubated overnight at 4 °C and secondary antibody for 2 h at room temperature.

Furthermore, the NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Scientific, Waltham, MA, USA) were utilized to extract proteins from both compartments of the cells. The extraction was executed following the manufacturer’s instructions. IPEC-1 cells were aspirated and incubated with trypsin/EDTA (10 min) to detach the cells of the membrane. In the next step, cells were resuspended in 500 µL FBS-free cell culture medium. Three ThinCerts were pooled and centrifuged (500*g*, 5 min). The cell pellet was resuspended in 1 mL PBS containing protease inhibitor (Roche, Basel, Switzerland), and cell number was determined. In the next step, cell pellet was dissolved in CER I (−20 °C, volume in accordance with cell count), vortexed (15 s), and incubated on ice for 15 min. CER II (−20 °C, volume in accordance with cell count). The application of CER II resulted in the liberation and solution of cytoplasmic proteins, but nuclear integrity was maintained. The supernatant was removed and stored at −80 °C. The pellet was solved in NER I solution, leading to the liberation of the nuclear fraction, which was stored in analogous manner. For the detection of HIF-1α, protein content was determined and 30 µg was compounded with the equimolar amount of SDS loading buffer. Electrophoretic separation was performed on an 8% SDS polyacrylamide gel. As an internal control we used a HeLa cell lysate for HIF-1α western blots, which is commercially available (Novus Biologicals, Germany; data not shown). These cells were incubated with CoCl_2_ for 4 h to induce hypoxia in the cells.

The raw intensities of the protein bands were used for statistical analyses. All experiments were carried out three times. The loading control (β-actin) was utilized for normalization, and the band with the highest raw intensity was used to normalize all other β-actin bands (normalization factor). Subsequently, the normalization factors were applied to the corresponding raw intensities of the investigated proteins. The normalized SMC (control) values were used as reference in the boxplot diagrams.

### Lactate and glucose measurement

IPEC-1 cells were grown on ThinCerts of 15 mm diameter. The medium was altered within the final 5 days of cultivation. No medium was added on the apical side of the ALI culture. Therefore, no lactate or glucose was measured in the apical compartment of the cells. The cell culture medium was fully withdrawn from the cells and transferred into separate tubes according to the compartment. All samples were stored on ice until measurement. Cell-free culture medium was used as blank. Glucose and lactate concentrations were measured on the Cobas C 501 system (Roche). Glucose consumption and lactate production were calculated due to the differences between blank (cell-free cell culture medium) and sample.

### ATP measurement

Cells were cultured on 24-well ThinCerts. One day before ending the experiment, cells were treated with or without carbonylcyanid-4-trifluormethoxyphenylhydrazon (FCCP, 5 µM in DMSO, Sigma Aldrich, Hamburg, Germany) and 2-desoxy-d-glucose (2DG, 5 mM in glucose-free medium) for 24 h. On the day of the experiment, medium was withdrawn and membranes were liberated from the framework. Boiling 4 mM EDTA/100 mM Tris buffer was used to cover the cells and scrape them off the membrane. In the next step, lysate was incubated at 100 °C for 2 min, followed by a centrifugation step (1000*g*, 60 s). Fifty microliters of the supernatant were transferred as triplets onto white 96-well microplates (Greiner Bio-One, Germany) and were stored on ice until further processing. ATP quantification was carried out using ATP Bioluminescence Assay Kit CLS II (Roche, Germany) according to the manufacturer’s protocol (Tecan M200, Tecan, Germany).

### Quantification of cytochrome C oxidase activity

The absorption rate of cytochrome C changed with the state of oxidation. We reduced cytochrome C with 1 M dithiothreitol (DTT). The cytochrome C oxidase of the sample will oxidize reduced cytochrome C. Isolated mitochondria were used in the experiment for measuring cytochrome C oxidase activity. Mitochondria were isolated following the procedure reported by Klasvogt et al. 2017 (Klasvogt et al. 2017). Ten microliters of sample was mixed with 5 μL of cytochrome C DTT solution [2.7 mg cytochrome C from equine heart, 5 μL 1 M DTT (both Sigma, St. Louis, MO, USA) in 1 mL distilled water] and 95 μL of 10 mM Tris–HCl with 120 mM KCl. Absorption was measured at 550 nm for a duration of 60 s at an interval of 10 s. In addition, the absorption of a blank (10 μL 10 mM Tris–HCl with 250 mM sucrose, 3.5 μL cytochrome C DTT solution, 95 μL 10 mM Tris–HCl with 120 mM KCl) was assessed. Enzyme activity was calculated as shown by Eq. (1):

1 $${\mathbf{cytochrome}} \, {\mathbf{C}} \, {\mathbf{oxidase}} \, {\mathbf{activity}} \, \left( {{\mathbf{U}}/{\mathbf{mL}}} \right)\,\, = \,\,\frac{{\left( {{\text{delta absorbance }}\left( {{\text{sample}}} \right) \, - {\text{ delta absorbance }}\left( {{\text{blank}}} \right)} \right){\text{ x }}0.{\text{11 mL}}}}{{0.0{\text{1 mL x 21}}.{84}}}$$

### Immunofluorescence staining

Cells were fixed with ethanol (30 min, 4 °C) and acetone (90 s, −20 °C precooled). Phosphate buffer (PB) 0.1 M was used as wash buffer, and every step was performed three times for 5 min (RT). After washing the cells, they were permeabilized with 0.3% Triton/0.1 M PB for 30 min (RT), blocked with 1% normal goat serum in 0.1 M PB supplemented with 10% bovine serum albumin (30 min, RT), and washed. Primary antibodies were incubated at room temperature (mouse anti-HIF-1α, Novus Biologicals, USA, mouse anti-vimentin, Origene, USA; rabbit anti-tricellulin, Life Technology; all 1:100 in 0.1 M PB) for 2 h. In addition, cells were washed and supplemented with secondary antibody (goat anti-mouse IgG2b Alexa 555, Life Technology, USA; goat anti-mouse Alexa IgG 555, Life Technology, USA; goat anti-rabbit Alexa 488, Invitrogen, USA; all 1:200 in 0.1 M PB/10% BSA) for 1 h at room temperature. After a washing step, cells were stained with DAPI (1:10 in 0.1 M PB) and washed again. Cells were covered with VECTASHIELD and coverslips.

Epifluorescence images were acquired with an Axiovert 200 M inverted microscope equipped with an EC Plan-Neofluar 40×/0.75 objective and an AxioCam MRm digital camera (1388 × 1040, 12 bit). Blue (DAPI), green (Alexa 488), and red (Alexa 594) fluorescence was detected with filter sets FS01 (356/12//395//397; 65 ms), FS44 (475/40//500//530/50; 1.15 s), and FS63 HE (572/25//590//629/62; 210 ms), respectively. All devices were obtained from Zeiss, Jena, Germany.

### Confocal microscopy

Confocal imaging was performed using a Leica TCS SP5 (Leica Microsystems, Wetzlar, Germany). Briefly, the system comprises an upright microscope [DM 6000 CFS with a tandem scanning system (SP5), acousto-optical tunable filters (AOTF) and an acousto-optical beam splitter (AOBS)] equipped with a diode 405 nm laser, an argon laser (laser lines: 458, 476 488, 496, 514 nm), a DPSS 561 laser, and HeNe 594 nm and 633 nm lasers.

The diameter of the confocal pinhole was set to 95.6 µm (Airy 1), and images were taken by scanning the focused laser beam with a galvo mirror through an HCX PL APO CS 63× NA 1.4 oil objective (Leica Microsystems, Wetzlar, Germany) at zoom factor 10 across the specimen. Unidirectional scans were recorded at scan speeds of 700 Hz with line averaging of 6. Confocal image stacks consisting of 97–145 focal planes with an axial step size of 0.13 µm (total depths between 12.1 and 18.1 µm) were digitized with 8 bit depth at 1024 × 1024 pixel resolution. This resulted in *x*, *y*, *z* voxel sizes of 24 nm × 24 nm × 126 nm. Fluorescence signals of the different dyes were detected sequentially (between laser lines) by photomultiplier tubes within two spectral regions [571–639 nm for Alexa 555 (channel 1) and 417–496 nm for DAPI (channel 2)]. With this sequential excitation setting, any crosstalk between channels could be excluded. To address the question of a nuclear localization, individual focal planes or image stacks were checked in *x*–*z* or *y*–*z* direction for the colocalization of immune markers.

After scanning, images were processed for contrast and brightness levels of individual channels using either ImageJ (National Institutes of Health, USA) or Photoshop CS 5 (Adobe. System Inc., San Jose, USA).

### Statistical analysis

Data were checked for normal distribution (Shapiro–Wilk test) and homogeneity of variance (Levene test). In the case of normal distribution, one-way ANOVA (Dunnett’s post hoc test or Dunnett’s T3) or *t*-test was performed, and if data were not normally distributed, a Mann–Whitney *U*-test was done (*p ≤ 0.05; *p ≤ 0.01;**p ≤ 0.001). In the case of multiple testing, an alpha correction was performed.

## Results

### Microarray analysis

Differences in the gene expression of ALI-cultured cells and SMC cells should also be investigated. Therefore, a microarray analysis was performed and ALI-cultured cells were compared with SMC cells. 

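RNA of IPEC-1 cells, a porcine epithelial line of the small intestine, grown as ALI or SMC culture was hybridized to 6 GeneChip Porcine Genome Arrays, 3 per culture type. The sample labels place 1 ALI and 1 SMC array at each of 3 passages, so that the 3 arrays of a group stand for 3 passages of 1 cell line. The labels name the cell line and the culture type as the paper does, while their free-text description names a liver sample. According to the methods, cells were kept in FBS-free medium for 21 days and the array values were normalized by GC-RMA. The table of log2 values used here names no normalization and was used without detection calls, so that a signal in the lowest 25% of the array values (below 4.518 to 4.616) is not shown to be above background. The median log2 value per array lay between 6.34 and 6.39, and the values of all arrays ranged from 2.503 to 14.867. No further scaling was applied, and 23999 probe sets other than the Affymetrix controls were compared between ALI and SMC cells with limma. Of these probe sets, 10069 carried 1 gene symbol, 198 carried several and 13732 carried none in the annotation used here. Each of the 6765 named genes was represented by its probe set with the highest mean over all arrays. Fold changes are given as ALI relative to SMC cells, and p-values were adjusted over all probe sets by the Benjamini-Hochberg method. The gap between the 3′ and the 5′ probe sets of 7 pairs of porcine control probe sets, a sign of RNA integrity, was 0.87 ± 0.168 log2 units (SD of 3 array means) in ALI and 0.816 ± 0.0215 in SMC cells. Single pairs differed between the groups by -1.17 to 0.902 log2 units. The number of arrays limits the precision, and an exact permutation test of 3 against 3 arrays cannot give a p below 0.1.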

In the first step, differentially regulated genes were presented as a volcano plot (Fig. 1). Significantly regulated genes were labeled as green dots. Genes with a high positive fold change were *RGS5*, *BBOX1*, *COL5A2*, *COL3A1*, and *CNTN6*. 

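RGS5, a regulator of G-protein signaling, was 15.4-fold higher in ALI than in SMC cells. Its log2 value was 9.30 ± 0.104 (SD, n = 3 arrays) in ALI and 5.35 ± 0.325 (SD, n = 3) in SMC cells, a log2 fold change of 3.95 (standard error 0.16, adjusted p = 1.57e-04 from limma). ADAMDEC1, a metalloprotease of the ADAM family, rose by a log2 fold change of 2.73 (standard error 0.40, adjusted p = 0.0166). Further genes with a high positive log2 fold change were LOC396867 at 3.87, C1H14orf37 at 3.04, SH3BGR at 2.27 and the peroxiredoxin-like FAM213A at 2.13, with adjusted p between 0.00597 and 0.0189. BLNK, an adaptor protein of B cell signaling, had a log2 fold change of 2.43 (adjusted p = 0.0398), and FAM84A one of 2.13 (adjusted p = 0.0145). The mean log2 value of LOC396867 in SMC cells was 3.24, close to the 5% quantile of the SMC arrays (3.219 to 3.249). Those of BLNK and C1H14orf37 were 3.92 and 4.26, below the 25% quantile (4.518 to 4.567). These SMC signals are not shown to be above background, and the 3 fold changes are no exact sizes. The fibrillar collagen chains COL5A2 and COL3A1 had log2 fold changes of 0.09 (standard error 0.12, adjusted p = 0.78) and 0.13 (standard error 0.11, adjusted p = 0.649). Of 33 measured genes of collagens and extracellular matrix, none was higher and 1 was lower in ALI cells, both over all probe sets and when adjusted over the list alone, namely POSTN at -1.50 (adjusted p = 0.0485). The list's median log2 fold change was 0.06 and its mean -0.01, and limma's camera test of its shift gave an adjusted p of 0.568. BBOX1 and CNTN6 were not analysed here, since no probe set carried their symbol. RGS5 is measured by 1 probe set, and the median log2 fold change of 14 other markers of fibroblasts and smooth muscle was 0.04. Leaving out ALI replicate 1 or SMC replicate 2 ended the calls of ADAMDEC1, C1H14orf37, BLNK, SH3BGR, FAM84A and POSTN (adjusted p up to 0.18), as did SMC replicate 2 for FAM213A (0.061), SMC replicate 1 for C1H14orf37 and BLNK (0.0592 and 0.106), ALI replicate 2 for BLNK and POSTN (0.0534 and 0.125) and ALI replicate 3 for POSTN (0.0845). POSTN was also lost after quantile normalization (adjusted p = 0.0529) and with the mean over the gene's probe sets (0.0745), which left no called gene of the matrix list.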

Genes that were strongly negatively regulated were *PKHD1L1*, *IGFBP1*, *TXNRD3*, and *TFF3*.

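TFF3, a trefoil peptide of goblet cells, fell by 1.08 on the log2 scale in ALI cells (standard error 0.18, adjusted p = 0.0266 from limma), from 7.85 ± 0.372 (SD, n = 3 arrays) in SMC to 6.77 ± 0.109 (SD, n = 3) in ALI cells. ACTG2, the smooth muscle gamma actin, had the largest negative log2 fold change among the named genes that passed the test with separate groups, at -2.66 (standard error 0.38, adjusted p = 0.0158). P4HA2, a prolyl hydroxylase of collagen synthesis, was lower at -1.85 (standard error 0.16, adjusted p = 0.00305). IGFBP1, an insulin-like growth factor binding protein, and TXNRD3, a thioredoxin reductase, had log2 fold changes of -0.04 (standard error 0.12, adjusted p = 0.928) and 0.07 (standard error 0.12, adjusted p = 0.849), and the second probe set of each gene, in the lowest 25% of the array values, gave 0.19 and 0.06. PKHD1L1 was not analysed here, since no probe set carried its symbol. Among 15 measured markers of goblet, Paneth and enteroendocrine cells, 1 was higher and 2 were lower in ALI cells, and 1 and 3 when adjusted over the list alone. The mucin MUC1 had a log2 fold change of -1.01 (adjusted p = 0.0228), and the hormone precursor GCG had one of 0.64 (adjusted p = 0.0448). This list was enriched among the called genes (one-sided Fisher's exact test, adjusted p = 0.0211), and camera gave an adjusted p of 0.205 for its shift. The call of TFF3 was lost without ALI replicate 1, ALI replicate 2 or SMC replicate 2 (adjusted p = 0.111, 0.0758 and 0.0823), that of ACTG2 without ALI replicate 1 (0.081), and those of MUC1 and GCG without any 1 array other than ALI replicate 3 (0.0511 to 0.171). MUC1 was also lost with the mean over the gene's probe sets (0.127) and GCG with an intensity trend (0.0533). The enrichment was lost with the intensity trend (adjusted p = 0.146), among genes lower or higher alone (0.082 and 0.904) and without any 1 array other than ALI replicate 3 (0.618 to 1). The shift passed among probe sets with a mean above 6 or above the median (0.027 and 8.38e-04), and with an estimated correlation over all probe sets its adjusted p was 0.679.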

**Fig. 1:**
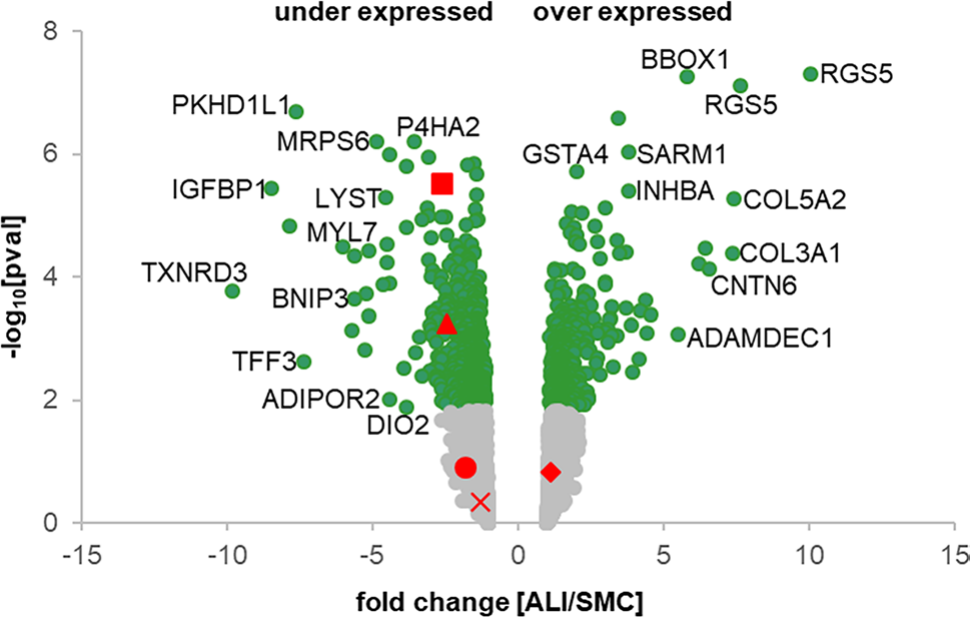
Volcano plot. Differentially regulated genes are represented as gray dots, and significantly regulated genes are marked as green dots. Significantly overexpressed genes are represented on the right side and significantly underexpressed genes are represented on the left side in the diagram. The names of highly under- and overexpressed genes can be seen at the left and right side of the volcano plot. Furthermore, genes of interest are marked in the volcano plot (rhombus: *COX5B*; circle: *HIF-1α*; quadrangle: *VIM*; triangle: *GAPDH*; cross: *HK2*)

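VIM, the intermediate filament protein vimentin, was lower in ALI cells, with a log2 value of 11.74 ± 0.237 (SD, n = 3 arrays) against 13.08 ± 0.091 (SD, n = 3) in SMC cells. This is a log2 fold change of -1.34 (standard error 0.14, adjusted p = 0.00442 from limma). GSTA4, a glutathione S-transferase, was higher in ALI cells at 0.97 (standard error 0.12, adjusted p = 0.00808). COX5B, a subunit of cytochrome c oxidase, had a log2 fold change of 0.13 (standard error 0.09, adjusted p = 0.606). The 4 probe sets of HIF1A gave different values. The one with the highest signal had a log2 fold change of -0.15 (standard error 0.12, adjusted p = 0.627), and the others had -1.39 (standard error 0.26, adjusted p = 0.0407), -0.39 and -0.02, the latter 2 with signals in the lowest 25% of the array values in ALI cells. The glucose transporter SLC2A1 (GLUT1) had a log2 fold change of -0.64 (standard error 0.21, adjusted p = 0.208), and ACTB, the cytoplasmic beta actin, had one of 0.00. LYST, ADIPOR2, DIO2 and INHBA did not pass the test, with log2 fold changes of -0.48, -0.04, -0.24 and 0.02. Of the 35 genes that the paper names, 25 had a probe set with their symbol, and of these 3 were higher and 6 were lower in ALI cells (3 and 10 when adjusted over the list alone). As the paper chose part of these genes on the same arrays, the latter count is not independent evidence of a direction. HK2, SLC16A1 (MCT1), BNIP3, MRPS6, MYL7 and SARM1 were not analysed here for lack of a symbol. GSTA4 no longer passed the test without ALI replicate 1 (adjusted p = 0.052), where 5 of the paper's genes were called instead of 9.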

Subsequently, a functional analysis of significantly up- and downregulated genes was performed and cellular and metabolic pathways were mapped using DAVID bioinformatics resources. Our microarray analysis resulted in 909 significantly upregulated and 1396 downregulated genes in the air–liquid interface cultures compared with submerged cultures (*p* ≤ 0.05). 

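Among the genes higher in ALI cells were EMB, which encodes the membrane glycoprotein embigin, and FIBIN, with log2 fold changes of 2.20 (standard error 0.14) and 2.25 (standard error 0.15) and an adjusted p of 9.55e-04 each from limma. The mean log2 value of EMB in SMC cells was 3.83, in the lowest 25% of the array values, where a fold change is no exact size. Among the lower genes were CD59, an inhibitor of complement lysis, at -2.19 (standard error 0.19, adjusted p = 0.00292), and AKAP2, an anchoring protein of protein kinase A, at -1.74 (standard error 0.26, adjusted p = 0.0183). At an adjusted p under 0.05, 159 probe sets were higher and 296 were lower in ALI than in SMC cells. Counted as genes, 69 were higher and 102 were lower, and 230 of the called probe sets carried no single gene symbol. With the passage as a block, 480 probe sets were higher and 796 were lower, among them all 455 called without it, and 152 genes were higher and 254 were lower. Of the probe sets called with the block, 701 carried no single gene symbol. The methods' t-test called 1468 probe sets higher and 1423 lower at an unadjusted p of at most 0.05. After Benjamini-Hochberg adjustment, the t-test called 0 probe sets, while 3440 had an unadjusted p under 0.05 in limma. The counts depended on single arrays. Probe sets called higher and lower by limma without the block were 48 and 71 without ALI replicate 1, and 42 and 86 without SMC replicate 2. Without SMC replicate 1 they were 80 and 166, and without ALI replicate 2, 110 and 170. Among these 4 genes, leaving out 1 array ended the call of AKAP2 only, without ALI replicate 1, SMC replicate 1 or SMC replicate 2 (adjusted p = 0.0864, 0.0576 and 0.1).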

For functional analysis, we used genes that were at least 1.5-fold regulated. 

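NDUFA4, a protein of the respiratory chain, and PECAM1, an adhesion molecule of endothelial and immune cells, passed limma's test with less than a 1.5-fold change, at log2 fold changes of 0.51 (standard error 0.09, adjusted p = 0.0371) and -0.50 (standard error 0.10, adjusted p = 0.0448). Both calls were lost without any 1 of the 6 arrays (adjusted p from 0.0602 to 0.159). A change of at least 1.5-fold in ALI against SMC cells was reached by 430 of the 455 called probe sets, 151 of them higher and 279 lower. This corresponded to 64 genes higher and 98 genes lower. Probe sets without a single gene symbol made up 80 of the higher and 138 of the lower ones. In fits without the passage as a block, the counts of 151 and 279 became 48 and 71 without ALI replicate 1, without ALI replicate 2 110 and 170, without SMC replicate 1 80 and 166, and without SMC replicate 2 42 and 86. When the passage was included as a block, 340 probe sets were higher and 582 were lower by at least 1.5-fold. This corresponded to 112 and 193 genes and to 208 and 300 probe sets without a single gene symbol.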

A total of 300 genes were up- and 530 genes were downregulated. Our functional clustering resulted in 31 regulated pathways. 

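Of 31 measured genes of pyruvate metabolism, 1 was higher and 3 were lower in ALI cells (1 and 4 when adjusted over the list alone). The mitochondrial aldehyde dehydrogenase ALDH2 had a log2 fold change of 0.93 (standard error 0.15, adjusted p = 0.0244 from limma), while the acetyl-CoA synthetase ACSS2 had one of -1.08 (standard error 0.13, adjusted p = 0.00802). Of 28 genes of drug metabolism by other enzymes, 2 were higher and 3 were lower (3 and 3 when adjusted over the list alone). The glutathione transferase GSTO1 rose by 1.00 on the log2 scale (adjusted p = 0.00781). The cytidine deaminase CDA, the purine salvage enzyme HPRT1 and the nucleotide kinase CMPK1 had log2 fold changes of -1.53, -0.63 and -0.54 (adjusted p between 0.0347 and 0.0362). Of 37 genes of cholesterol metabolism and uptake, 3 were higher and 1 was lower (3 and 3 when adjusted over the list alone, 3 and 2 with the passage as a block), among them the cholesterol exporter ABCA1 at 1.14 (adjusted p = 0.00808), MYLIP, a ubiquitin ligase of the LDL receptor, at 0.96 (adjusted p = 0.0311), and the mitochondrial channel VDAC3 at -0.75 (adjusted p = 0.0348). Of 14 genes of steroid biosynthesis, the lysosomal lipase LIPA was higher at 0.64 (adjusted p = 0.0449) and none was lower (1 and 3 when adjusted over the list alone). In this list, 2 genes were higher and 2 were lower with the passage as a block (2 and 7 when adjusted over the list alone). Enrichment among the called genes had an adjusted p of 0.0227 for pyruvate metabolism, 0.0211 for drug metabolism, 0.0385 for cholesterol metabolism (0.0584 with the passage as a block) and 0.729 for steroid biosynthesis (0.0137 with the block), from one-sided Fisher's exact tests. Camera gave an adjusted p of 0.0466 for a downward shift of steroid biosynthesis (adjusted p = 0.679 with an estimated correlation), and 0.432, 0.432 and 0.822 for pyruvate, drug and cholesterol metabolism. Leaving out 1 array ended the enrichment of pyruvate metabolism in 5 cases (all but ALI replicate 3, adjusted p from 0.0521 to 0.324), of drug metabolism in 5 (all but ALI replicate 2, 0.0722 to 0.474; also 0.209 and 0.483 among genes lower or higher alone) and of cholesterol metabolism in 6 (0.164 to 1; also 0.203 after quantile normalization, 0.0657 with the mean over a gene's probe sets, and 0.836 and 0.17 among genes lower or higher alone), and the shift of steroid biosynthesis in 4 (ALI replicates 2 and 3, SMC replicates 1 and 2, 0.0829 to 0.21; also 0.0769 with the mean over a gene's probe sets). GSTO1 and ACSS2 passed the test without each of the 6 arrays, ABCA1 was lost without ALI replicate 1 (adjusted p = 0.0517), CDA was lost without ALI replicate 1, SMC replicate 1 or SMC replicate 2 (0.107 to 0.168), and ALDH2, MYLIP, VDAC3, CMPK1, HPRT1 and LIPA were each lost without at least 4 of them (0.0504 to 0.178), VDAC3 also after quantile normalization (0.0531).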

In Table 2, the top ten significantly regulated pathways are shown (Table 2). 

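TF, the iron carrier transferrin, was higher in ALI cells with a log2 fold change of 1.43 (standard error 0.27, adjusted p = 0.0412 from limma). It was the only called member of the HIF signaling pathway that was higher. Of 66 measured genes of this pathway, 5 were lower, all of them enzymes of glycolysis (2 higher and 7 lower when adjusted over the list alone). The block by passage gave 3 higher and 7 lower (4 and 8 when adjusted over the list alone). The pathway was enriched among the called genes (one-sided Fisher's exact test, adjusted p = 0.0211), and its median log2 fold change was 0.00 (camera, adjusted p = 0.501). Of 51 measured genes of amino acid biosynthesis, none was higher and 8 were lower (0 and 9 when adjusted over the list alone, 1 and 12 in this way with the block). Of the 8, 5 are enzymes of glycolysis, and the others were PC, the pyruvate carboxylase, at -0.71 (standard error 0.13, adjusted p = 0.0405), BCAT1, an aminotransferase of branched-chain amino acids, at -1.04 (standard error 0.16, adjusted p = 0.0183), and PSPH, the last enzyme of serine synthesis, at -0.84 (standard error 0.12, adjusted p = 0.0145). Enrichment of amino acid biosynthesis had an adjusted p of 2.73e-04, and its downward shift one of 0.0221 (adjusted p = 0.532 with an estimated correlation). Of 5 genes of gluconeogenesis, PC was the only one called, also when adjusted over the list alone. Their shift had an adjusted p of 0.0466 (adjusted p = 0.599 with an estimated correlation, 0.0543 with the passage as a block), and their enrichment one of 0.323. Within carbon metabolism, PC was also the only called gene among 21 of the citrate cycle, also when adjusted over the list alone (median 0.05, mean -0.02, camera adjusted p = 0.925). Of 9 genes of the pentose phosphate pathway, limma called 0, also when adjusted over the list alone, with 3 at an unadjusted p under 0.05 and 2 by the unadjusted t-test. With the block, 3 of them were higher and 2 were lower when adjusted over the list alone, and none over all probe sets. The median of these 9 genes was -0.05 and their mean 0.02 (camera adjusted p = 0.834), and RPIA and PRPS1 were the farthest from 0 at 0.47 and -0.42. The enrichment of HIF signaling was lost without ALI replicate 3 (adjusted p = 0.077), the shift of amino acid biosynthesis without ALI replicate 3 or SMC replicate 1 (0.101 and 0.0732) and that of gluconeogenesis without ALI replicate 2, ALI replicate 3 or SMC replicate 1 (0.0936, 0.101 and 0.141), as well as among probe sets with a mean above 4 (0.0548) and with the mean over a gene's probe sets (0.0765), while 4 genes of amino acid biosynthesis were lower without ALI replicate 1 or SMC replicate 2. The number of higher HIF signaling genes was 0 without any 1 ALI array or SMC replicate 2 and 2 without SMC replicate 3. TF was called only without SMC replicate 3 and PC only without ALI replicate 3 among the fits that left out 1 array, and BCAT1 and PSPH were lost without ALI replicate 1 or SMC replicate 2 (adjusted p from 0.0739 to 0.089), BCAT1 also without SMC replicate 1 (0.0608).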

In first place is HIF signaling, second glycolysis/gluconeogenesis, third metabolic pathways, fourth carbon metabolism, and fifth biosynthesis of amino acids. All genes regulated in the individual pathways can be found in the supplementary material Table S1.

**Table 2:** The search of significantly regulated genes was specified, and genes with 1.5-fold change value were used for further analyses (FC ≥ 1.5; FC ≤ 1.5). In total, 830 genes were significantly regulated (300 up- and 530 downregulated). These genes were used in DAVID to find significantly regulated KEGG pathways in ALI cultures compared with SMC. Overall, 31 pathways were differently controlled. In the table, the top ten regulated pathways are shown with corresponding *p*-values and gene counts

		KEGG pathway	Gene count	*p* value
1		HIF signaling	17	1.5 × 10^–7^
2		Glycolysis/gluconeogenesis	13	2.6 × 10^–7^
3		Metabolic pathways	80	4.9 × 10^–7^
4		Carbon metabolism	14	3.1 × 10^–5^
5		Biosynthesis of amino acids	10	3.0 × 10^–5^
6		Steroid biosynthesis	5	2.7 × 10^–3^
7		Cholesterol metabolism	7	3.8 × 10^–3^
8		Pyruvate metabolism	6	9.1 × 10^–3^
9		Cell cycle	10	1.3 × 10^–2^
10		Drug metabolism—other enzymes	7	1.4 × 10^–2^

### Analysis of genes of interest via qPCR and western blot

In the next step, important genes of these pathways, including *HK2*, *GAPDH*, *COX-5B*, *GLUT1*, *MCT1*, *HIF-1α*, and *VIM* (Table 3), were analyzed via qPCR. *COX-5B* showed a trend (*p* = 0.085) of upregulation in ALI on qPCR but a trend of a decreased COX-5B protein expression on western blot analyses of ALI cultures compared with SMC cultures (*p* = 0.08; Fig. 2a). Significantly upregulated genes on qPCR (Table. 3) in ALI compared with SMC were mitochondrial marker (*p* = 0.001) and MCT1 (*p* = 0.022). MCT1 protein was slightly increased in the comparison of SMC with ALI (Fig. 2b). MITO protein also showed a trend of increased protein content in ALIs compared with SMC (*p* = 0.096; Fig. 2c). Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) catalyzes the phosphorylation of glyceraldehyde-3-phosphate during glycolysis and was found to be downregulated in ALI (*p* = 0.002). Our western blot analyses (Fig. 2d) confirmed the result of the qPCR. Here, we detected a significantly lower content of GAPDH in ALI compared with SMC cultures (Fig. 2d). *GLUT1* encodes for a transmembrane glucose transporter, which plays a key role in regulation of intracellular glucose. The analysis of *GLUT1* and* HK2 *resulted in no significant regulation in qPCR. All original western blots can be found in the supplementary material as Fig. S1.

**Table 3:** Gene regulation of ALI compared with SMC (100%) (< 100%, downregulated; > 100%, upregulated). Different genes of the metabolic pathways were analyzed via qPCR. *18S* and *β-actin* were used as housekeeping genes, and the geometric means was computed for further calculation (*p* ≤ 0.05*; *p* ≤ 0.001**; *p* ≤ 0.001)

Gene	Geometric mean
*HK2*	85.42
*MITO*	162.57***
*COX-5B*	137.29^ T^
*GAPDH*	44.89**
*GLUT1*	113.64
*MCT1*	174.02*
*HIF-1α*	154.01^ T^
*VIM*	22.94***

**Fig. 2:**
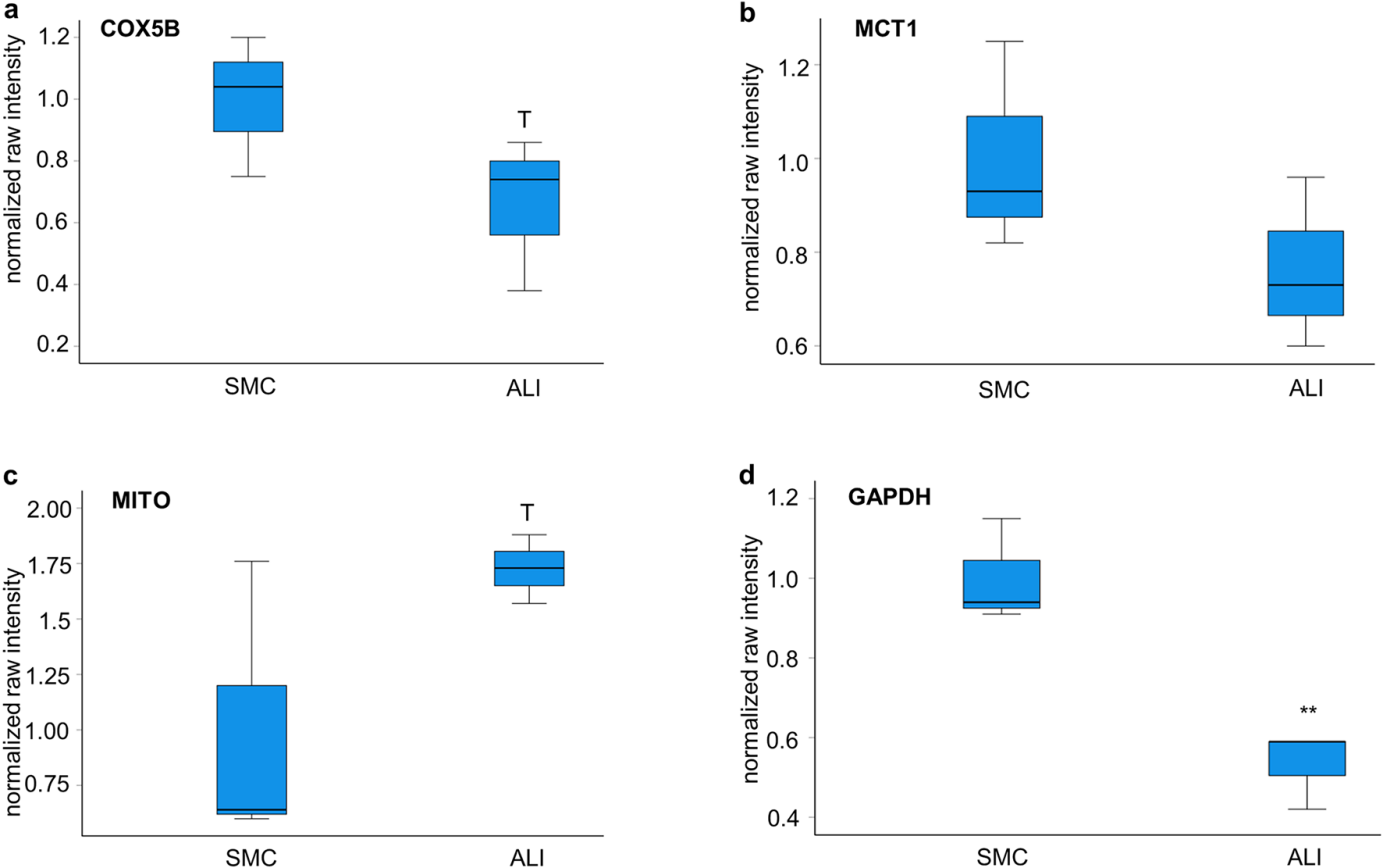
Western blot analyses. We analyzed the raw intensities of our western blots and used the loading control β-actin for normalization (*N* = 3). **a** We detected a trend (*p* = 0.08) of lower COX-5B protein expression in ALI- compared with SMC-cultured cells. **b** The analysis of MCT1 resulted in a lower content in ALI cultures. **c** Subsequently, we analyzed the MITO protein and detected a trend (*p* = 0.096) of increased content in ALI-cultured cells. **d** Furthermore, a significantly decreased GAPDH protein expression (*p* = 0.019) was observed in ALI culture compared with SMC cultures

### Nuclear and cytoplasmatic content of HIF-1α via immunofluorescence staining and western blot analysis

HIF-1α-mRNA (*p* = 0.093; Table 3) showed a trend of upregulation. On immunofluorescence staining, we detected HIF-1α in close contact to the nucleus in the SMC cultures but not in ALI cultures. In addition, we found a moderate staining of the cytoplasm in ALI (Fig. 3a). For western blot analyses, we used a kit for separation into nuclear and cytoplasmatic fractions. Subsequently, we used the loading control for normalization and statistically evaluated the normalized raw intensities. We detected no differences between the cytoplasmatic fraction of SMC and ALI, but a significantly lower HIF-1α content in the nuclear fraction of ALI cultures compared with SMC cultures (Fig. 3b). All original western blots of HIF-1α are in the supplementary material Fig. S2.

**Fig. 3:**
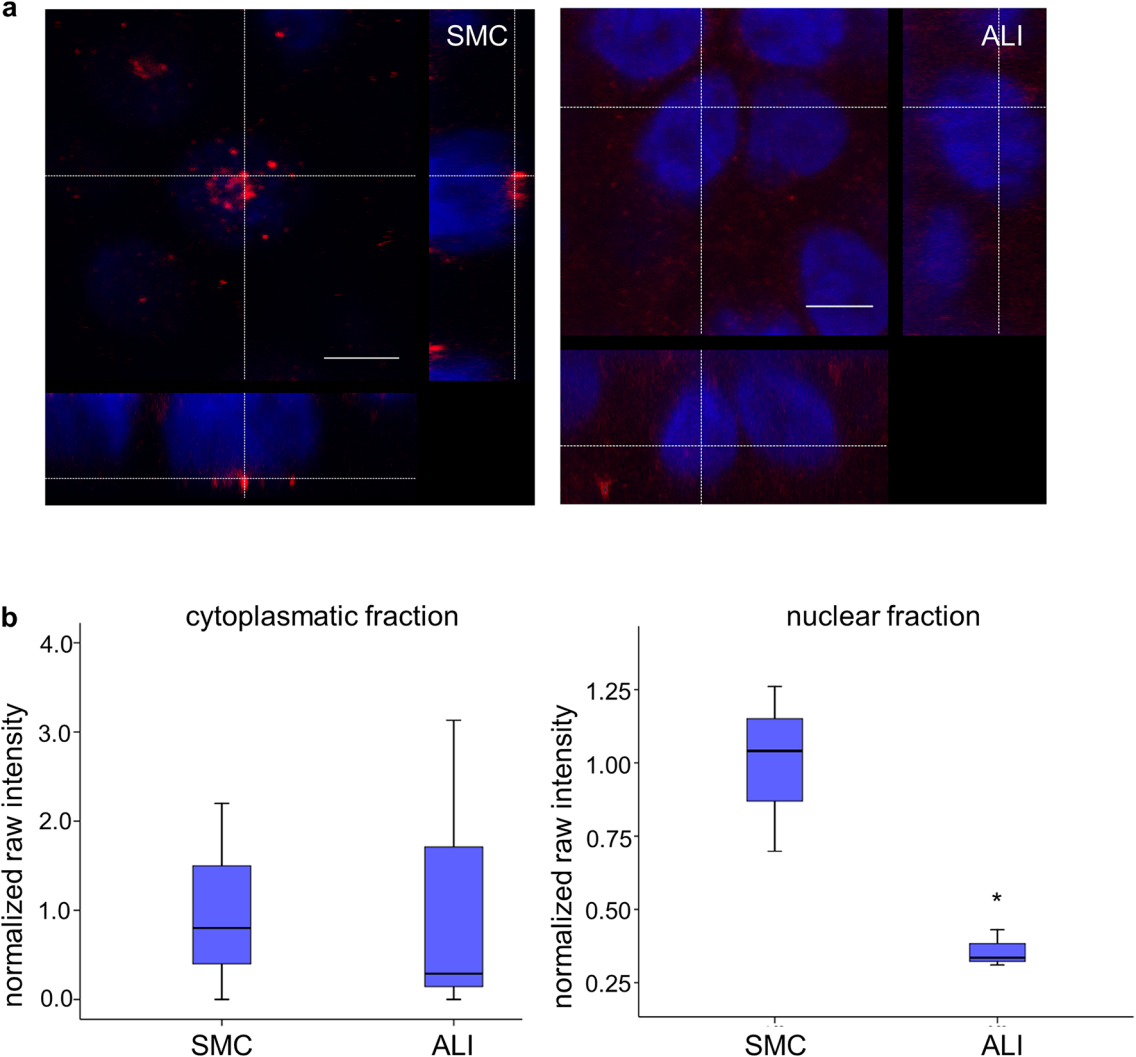
Analysis of HIF-1α protein. **a** HIF-1α was stained in SMC and ALI cultures of IPEC1 cells. We detected HIF-1α in close contact with the nucleus of SMC in contrast to ALI cultures. The cytoplasmatic fraction of ALI cultures showed a moderate staining for HIF-1α (blue, DAPI; red, HIF-1α; scale bar, 5 µm). **b** Proteins were separated with a kit in cytoplasmatic and nuclear fraction. No differences between the cytoplasmatic fraction of SMC- compared with ALI-cultured cells were found, but expression of HIF-1α was significantly decreased in the nuclear fraction of ALI compared with SMC (*p* < 0.05)

### Vimentin as marker for differentiation

Furthermore, we observed a downregulation of vimentin, as a marker for morphological differentiation, in ALI compared with SMC (22.94%; *p* ≤ 0.001; Table 3). In immunofluorescence staining (Fig. 4a) as well as in western blot analysis (Fig. 4b) we observed a higher vimentin content in SMC-cultured cells compared with ALI-cultured cells (*p* < 0.05). The original western blot can be found in the supplementary material as Fig. S3.

**Fig. 4:**
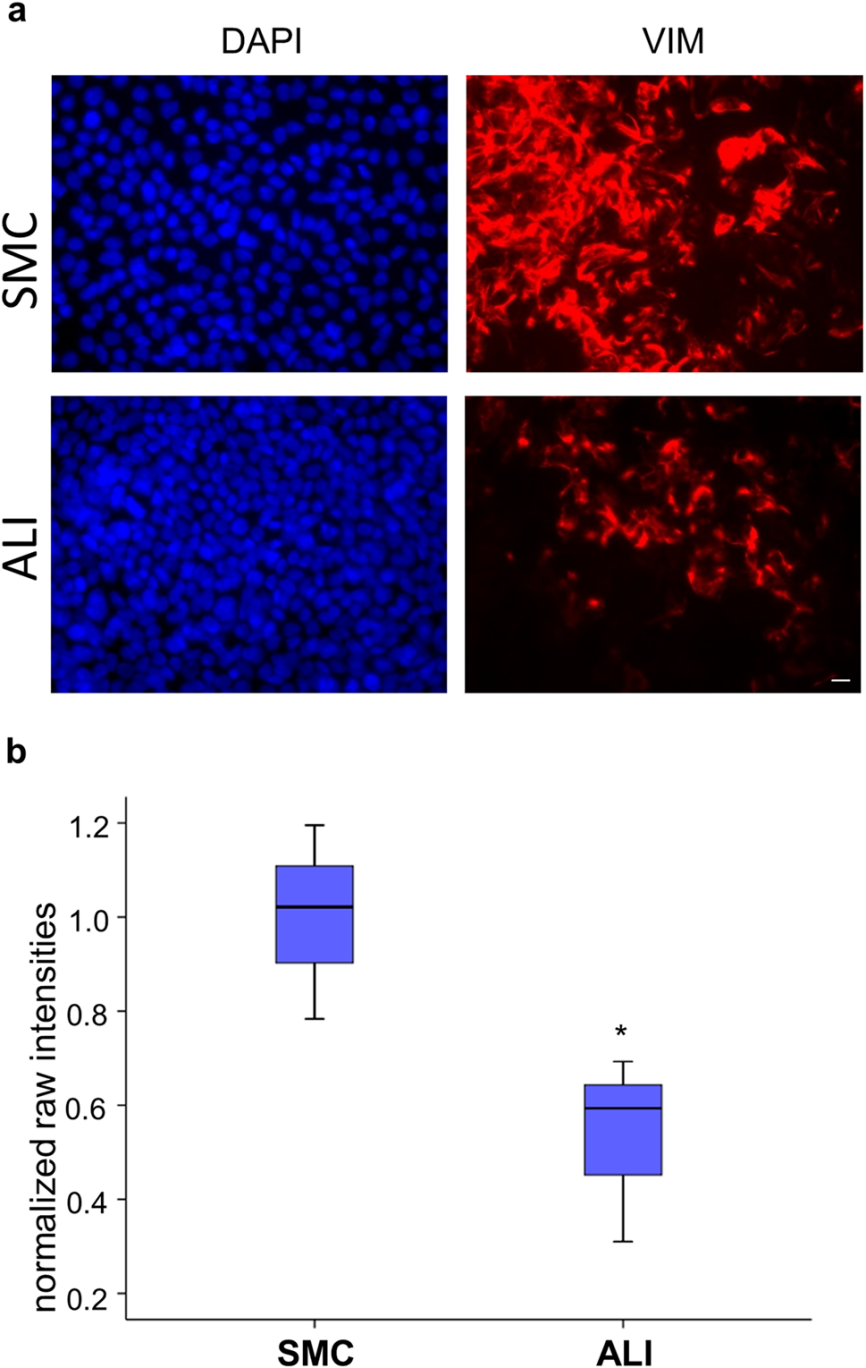
Analyses of vimentin. **a** SMC and ALI cultures were stained with mouse anti-vimentin (red) and DAPI (blue) for nucleus staining (bar, 10 µm). We detected a higher number of vimentin-positive cells in SMC than in ALI cultures. **b** SMC and ALI cultures were analyzed via western blot analyses (54 kDa). We used the raw intensities of the vimentin protein bands and the loading control β-actin for normalization for statistical evaluation. We observed a significant decreased vimentin protein expression (*p* < 0.05) in ALI compared with control (SMC)

### Lactate and glucose measurements

Furthermore, measurements of lactate production and glucose consumption are essential for the analysis of metabolic pathways. In our study, we observed a significantly higher lactate production in SMC (9.17 nmol lactate/1000 cells) compared with ALI (1.57 nmol/1000 cells; Fig. 5a) in the basolateral compartment (*p* ≤ 0.001). Similar results were found for glucose consumption. Here we observed in SMC 6.47 nmol/1000 cells and 2.92 nmol/1000 cells (*p* ≤ 0.001; Fig. 5b). ALI cultures used only 50% of the glucose compared with SMC cultures.

**Fig. 5:**
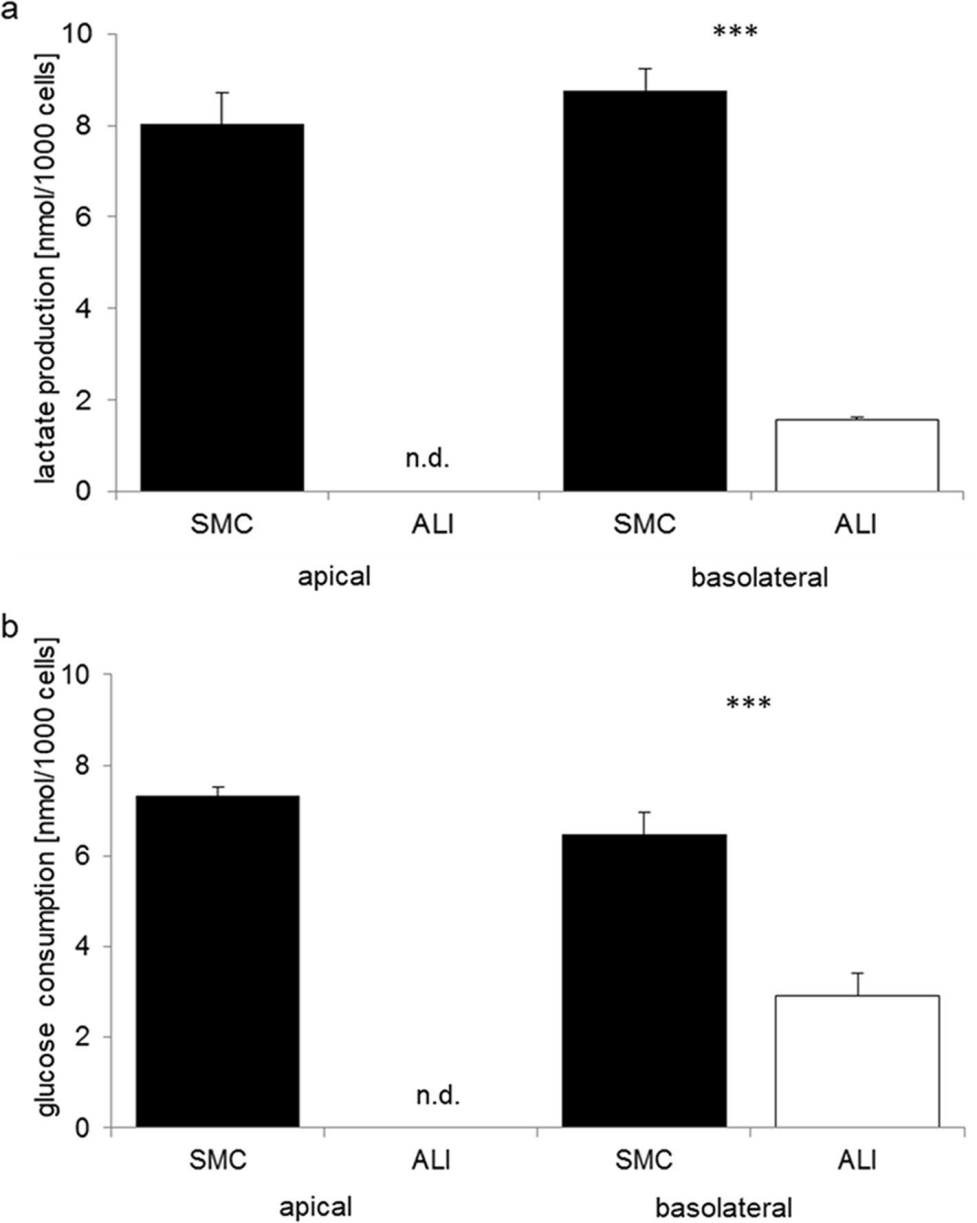
Lactate production (a) and glucose consumption (b). **a** Cells that were cultured as SMC showed significantly higher lactate production (9.17 nmol/1000 cells) compared with ALI (1.57 nmol/1000 cells) in the basolateral compartment (*p* < 0.001). **b** Furthermore, glucose consumption was measured, and a higher consumption was detected in SMC (6.47 nmol/1000 cells; *p* < 0.01). Lactate production and glucose consumption at the apical compartment of ALI culture was not determined (n.d.)

### Analysis of ATP content and cytochrome C oxidase activity

This resulted in an analysis of the ATP measurement and cytochrome C oxidase activity. Cells of submerged culture showed no difference in ATP content (7.23 ± 0.87 nM/1000 cells; Fig. 6) in comparison with ALI culture (5.86 ± 1.21 nM/1000 cells). An uncoupling with FCCP resulted in a significant decrease of ATP in ALI (2.4 ± 0.46 nM/1000 cells; *p* = 0.023) but not in SMC cells (5.86 ± 1.09 nM/1000 cells; n.s.). Furthermore, ALI culture (17.63 ± 1.45 mU/mL/1 × 10^6^ cells; Fig. 7) showed a trend of a higher cytochrome C oxidase activity compared with SMC (11.55 ± 2.05 mU/mL/1 × 10^6^ cells; *p* = 0.069).

**Fig. 6:**
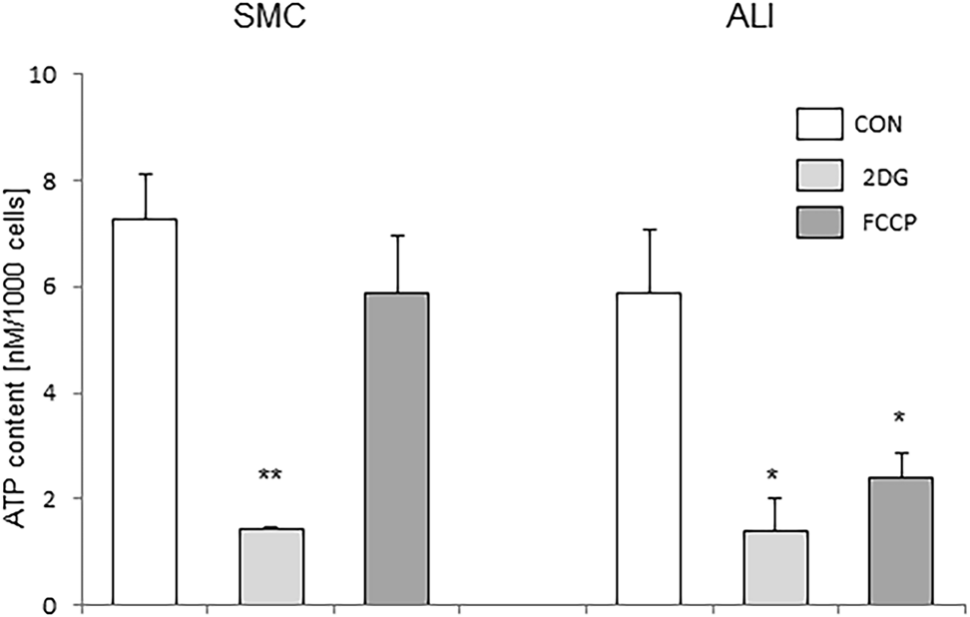
ATP analysis. No difference in ATP content of SMC (7.23 ± 0.87 nM/1000 cells) and ALI (5.86 ± 1.21 nM/1000 cells) cells was found but the treatment with different inhibitors of metabolism showed different results. A significant decreased ATP content was reached through blocking with 2DG in ALI (*p* = 0.021) and in SMC (*p* = 0.005). An uncoupling with FCCP resulted in a significant decrease of ATP in ALI (2.4 ± 0.46 nM/1000; *p* = 0.027) but not in SMC cells (5.86 ± 1.09 nM/1000; n.s.)

**Fig. 7:**
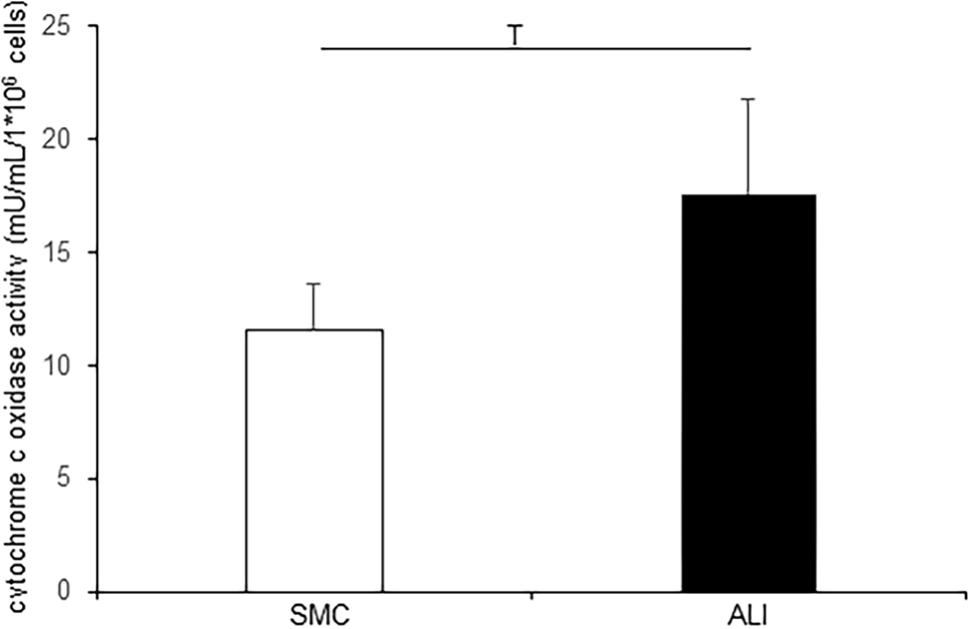
Cytochrome C oxidase activity. The cytochrome C oxidase activity was analyzed with a colorimetric assay based on the decrease of the absorbance at 550 nm. Here, cytochrome C oxidase of mitochondria oxidase ferrocytochrome C (reduced) to ferricytochrome C. ALI-cultured cells (17.63 ± 1.45 mU/mL/1 × 10^6^ cells; Fig. 6) showed a trend of a higher cytochrome c oxidase activity compared with SMC (11.55 ± 2.05 mU/mL/1*10^6^ cells; *p* = 0.069)

## Discussion

An air–liquid interface culture improves oxygen consumption of intestinal epithelial cells (Klasvogt et al. 2017), and this is crucial since the gastrointestinal tract has one of the highest oxygen demands of the whole body, amounting to about 20–25% of the whole-body O_2_ consumption (Yen et al. 1989). The improved oxygen supply resulted in 31 significantly regulated KEGG pathways and *HIF* signaling ranked first among the pathways. This is not surprising, as *HIF* itself is oxygen regulated and is the main gene involved in the proceedings of the ALI cultures with a focus on metabolic shift (Klasvogt et al. 2017; Kondo et al. 1997; Xu et al. 2014). 

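ERO1A, an oxidase of protein folding in the endoplasmic reticulum that is induced by hypoxia, fell by 2.18 on the log2 scale in ALI against SMC cells (standard error 0.23, adjusted p = 0.00521 from limma), from 9.28 ± 0.506 (SD, n = 3 arrays) to 7.10 ± 0.154 (SD, n = 3). The peptide hormone ADM, adrenomedullin, fell by 1.75 (standard error 0.25, adjusted p = 0.0159), and the glucose transporter SLC2A3 (GLUT3) fell by 1.72 (standard error 0.17, adjusted p = 0.00393). Of 49 measured genes that are known to be induced by HIF under hypoxia, 13 were lower in ALI cells and none was higher (22 lower and none higher when adjusted over the list alone). The block by passage gave 21 lower (25 lower and 1 higher when adjusted over the list alone). The median log2 fold change of the 49 genes was -0.40, and 40 of them lay below 0. This list shares called genes with the list of glycolysis enzymes, among them LDHA and ALDOC, so that their results are not independent evidence. The list was shifted downward (camera, adjusted p = 2.41e-12; adjusted p = 0.418 with an estimated correlation) and enriched among the called genes (one-sided Fisher's exact test, adjusted p = 2.23e-09). Within the 3 passages, the median difference was -0.37, -0.29 and -0.58. ERO1A and SLC2A3 passed the test without each of the 6 arrays, while ADM was lost without ALI replicate 1 or SMC replicate 2 (adjusted p = 0.0783 and 0.0791).

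**Figure D1:**
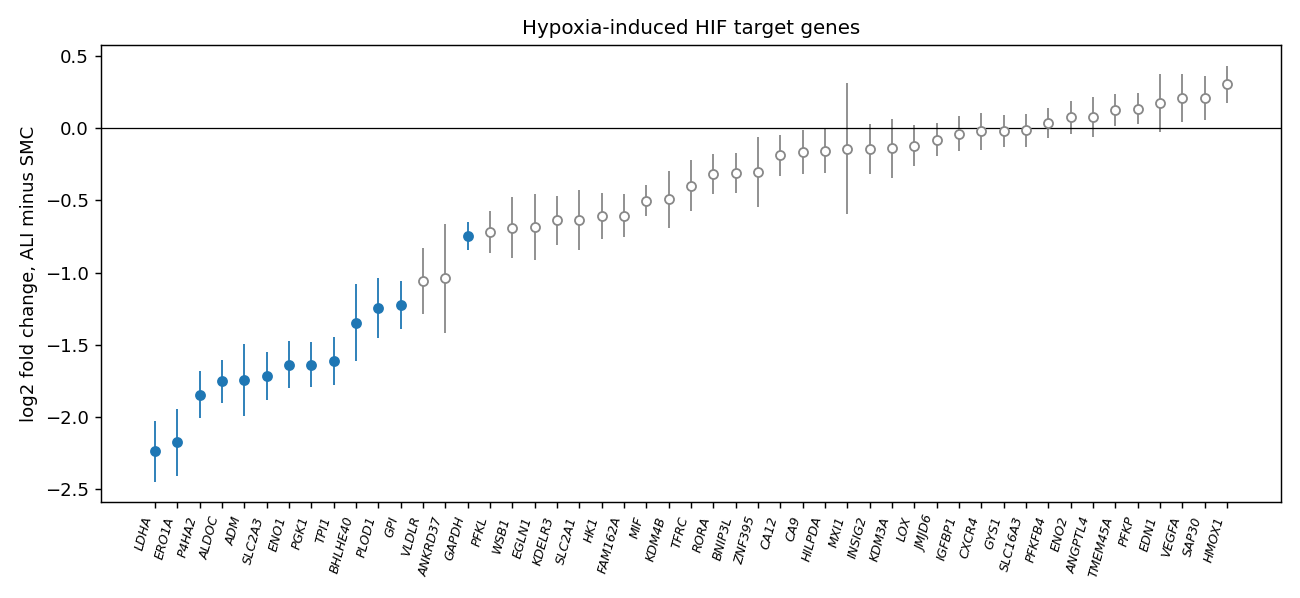
Log2 fold change of ALI against SMC cells for the 49 measured genes induced by HIF under hypoxia, 1 point per gene with its standard error from limma. Filled points mark the 13 genes with an adjusted p under 0.05, all of which lie below 0.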

Under hypoxia, the HIF-1α subunit is stabilized and acts as a transcription factor in the nucleus. Here, it activates transcription of hypoxia-inducible genes, including those encoding hexokinase 1 and 2, aldolase A, enolase 1, lactate-dehydrogenase A, phosphofructokinase I, and glyceraldehyde-3-phosphate-dehydrogenase (Weidemann and Johnson 2008). These are important genes of glycolysis. This metabolic pathway is the second significantly altered pathway in our analyses. 

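LDHA, the lactate dehydrogenase subunit that forms lactate from pyruvate, was 4.72-fold lower in ALI than in SMC cells, with log2 values of 11.03 ± 0.343 (SD, n = 3 arrays) and 13.27 ± 0.325 (SD, n = 3), a log2 fold change of -2.24 (standard error 0.21, adjusted p = 0.0035 from limma). The enzymes ALDOC, ENO1, PGK1, TPI1 and PGM1 were lower at log2 fold changes of -1.75, -1.64, -1.64, -1.61 and -1.57 (standard errors from 0.15 to 0.18, adjusted p from 0.00292 to 0.00759). Of 22 measured enzymes of glycolysis, 8 were lower and none was higher in ALI cells (10 lower and 1 higher when adjusted over the list alone). The phosphofructokinase subunit PFKL and the hexokinase HK1 had log2 fold changes of -0.72 (adjusted p = 0.0554, and 0.0204 with the passage as a block) and -0.61 (adjusted p = 0.125, and 0.0137 with the block). The other phosphofructokinase subunits, PFKM and PFKP, had -0.02 and 0.14. The signals of PFKP, 3.73 in ALI and 3.59 in SMC cells, are not shown to be above background, so that a change of it cannot be read from them. ALDOA was not analysed here for lack of a symbol. The median log2 fold change of the 22 enzymes lay just above 0, at 0.002, while their mean was -0.55. The list was shifted downward (camera, adjusted p = 4.04e-04; adjusted p = 0.532 with an estimated correlation) and enriched among the called genes (one-sided Fisher's exact test, adjusted p = 3.72e-07). The calls of LDHA, ALDOC, ENO1, PGK1, TPI1 and PGM1 remained without each of the 6 arrays. The paper attributes its regulated pathways to the improved oxygen supply of ALI cultures, and states that HIF-1α, which is stabilized under hypoxia, activates genes of glycolysis.

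**Figure D2:**
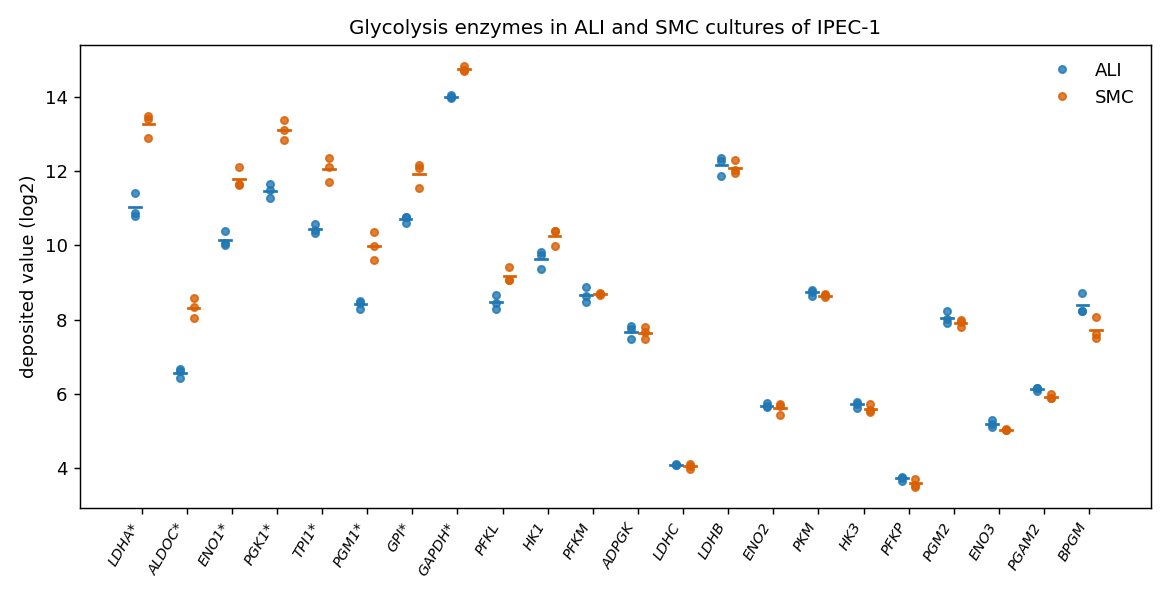
Log2 values of the 22 measured glycolysis enzymes on each array, with 1 point per array of the ALI and SMC cells and lines at the group means. Asterisks mark the 8 enzymes with an adjusted p under 0.05 from limma, all of them lower in ALI cells.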

Glyceraldehyde-3-phosphatase is a key enzyme in glycolysis (2012) and is one of the most used housekeeping genes worldwide. Barber and colleagues probed 72 human tissues and found significant tissue-specific differences between them (Barber et al. 2005). 

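GAPDH is measured by 5 probe sets. The one with the highest signal had log2 values of 14.00 ± 0.039 (SD, n = 3 arrays) in ALI and 14.75 ± 0.068 (SD, n = 3) in SMC cells, close to the top of the scale, and a log2 fold change of -0.74 (standard error 0.10, adjusted p = 0.0107 from limma). Of the other GAPDH probe sets, 3 were lower in ALI cells, with log2 fold changes of -1.28, -1.21 and -1.19 and adjusted p between 0.00253 and 0.00915. The GAPDH probe set with the lowest signal, in the lowest 25% of the array values, had a log2 fold change of -0.25 (standard error 0.22, adjusted p = 0.666). Without ALI replicate 1 or SMC replicate 2, the probe set with the highest signal had an adjusted p of 0.0634 or 0.061. In 1 of 3 pairs of gapdh control probe sets, the gap between 3′ and 5′ signal was 0.902 log2 units wider in ALI than in SMC cells, and in the others the gap differed by -0.161 and -0.007.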

In our study, *GAPDH* gene and protein was significantly downregulated in ALI compared with SMC cultures. Barber and colleagues inferred that a higher *GAPDH* expression is found in tissues with a higher energy requirement (Barber et al.^2005^).

In this study, we also observed significantly higher glucose consumption (SMC: 6.47 nmol/1000 cells; ALI: 2.92 nmol/1000 cells) and lactate production at the basolateral side of the SMC (9.17 nmol lactate/1000 cells) cells compared with ALI cells (1.57 nmol/1000 cells). This result supports the finding that there is increased glycolysis in the SMC compared with ALI. In vitro measurements of scraped mucosa showed high glucose metabolism and lactate production (Hanson and Parsons 1977; Watford et al. 1979). Vaugelade and colleagues (Vaugelade et al. 1994) found only slight differences between fed and fasted pigs. They isolated enterocytes of fasted and fed pigs and then added glucose and glutamine. They found an oxygen consumption of 1.12 nmol/min/1 × 10^6^ cells (fed pigs) and 1.23 nmol/min/1 × 10^6^ cells (fasted pigs). This was rounded through the measurement of lactate production: 0.24 nmol/min/1 × 10^6^ cells (fed pigs) and 0.46 nmol/min/1 × 10^6^ cells (fasted pigs). Our values differ from those of Vaugelade et al., but they used a suspension of isolated enterocytes and no adherent cells. Furthermore, we used a final point measurement for our study and no detection over time. The turnover from glucose to lactate was nearly at a ratio of 1:1 at the basolateral side of our cells.

The changes in metabolism could also be accompanied by differences in ATP content. In SMC and ALI we found similar ATP content (6–7 nM/1000 cells), but we could draw conclusions with the application of 2DG and FCCP on the pathways they use for energy production. 2DG resulted in a significant reduction of ATP content in both, but with FCCP no decreased content was observed in SMC compared with ALI. This also suggests that a higher glycolytic rate combined with a lower rate of oxidative phosphorylation occurred in SMC compared with ALI. This was, as already mentioned, confirmed by a higher GAPDH content in SMC. Nicholls and colleagues examined the role of GAPDH in apoptotic cells (Nicholls et al. 2012). A higher GAPDH content goes along with the initiation of apoptosis. In this study, we found a lower number of cells/µm^2^ in SMC. This could be due to a higher apoptotic rate in our cell culture system of SMC. This would indicate a pro-apoptotic effect of HIF-1α. However, other studies show an anti-apoptotic effect, which depends on cell line and conditions (Piret et al 2002). Consequently, an increased mitotic rate could play an important role in our ALI cultures. 

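PTTG1, known as securin, was lower in ALI cells with a log2 fold change of -0.83 (standard error 0.16, adjusted p = 0.0448 from limma). It was the only called gene among 66 measured genes of the cell cycle, while 7 were lower and none was higher when adjusted over the list alone. With the passage as a block, 1 gene of the list was higher and 8 were lower (2 and 14 when adjusted over the list alone). CCNA2, the cyclin of S phase, had a log2 fold change of -1.04 (standard error 0.21, adjusted p = 0.0542, and 0.00513 with the passage as a block), and the mitotic kinase AURKA had one of -0.98 (standard error 0.26, adjusted p = 0.122, and 0.0145 with the block). Of 24 measured proliferation markers of S and M phase, a list that shares genes with the cell cycle list, limma called 0, with 14 at an unadjusted p under 0.05 and 8 by the unadjusted t-test, all lower in ALI cells, and 9 were lower when adjusted over the list alone. With the block, 10 were lower (18 when adjusted over the list alone). The median log2 fold change of the markers was -0.50, and 21 of 24 lay below 0. Within the 3 passages, it was -0.69, -0.57 and -0.23. Camera gave an adjusted p of 0.0466 for a downward shift of the cell cycle list (adjusted p = 0.679 with an estimated correlation) and one of 2.83e-07 for the proliferation markers (adjusted p = 0.599 with an estimated correlation). Enrichment among the called genes had an adjusted p of 1 for both lists, and of 0.0283 and 5.57e-06 with the block (one-sided Fisher's exact test). The 3′ to 5′ gap of the control probe sets differed between ALI and SMC cells by 0.0542 log2 units on average. Single pairs went both ways, from -1.171 to 0.902, so that this mean does not decide whether RNA integrity differed. In fits without the block, 5 genes of the cell cycle and 7 proliferation markers were lower without SMC replicate 3 (enrichment, adjusted p = 0.0453 and 2.88e-06), with CCNA2 and AURKA at an adjusted p of 0.0159 and 0.0175, and without any other 1 array 0 genes of the cell cycle were lower, PTTG1 having an adjusted p of up to 0.198 (0.0571 after quantile normalization). The shift of the cell cycle list was lost without ALI replicate 2, ALI replicate 3 or SMC replicate 1 (adjusted p = 0.106, 0.167 and 0.296), after quantile normalization (0.102), with each filter on dim probe sets (0.0633 to 0.0754) and with the mean over a gene's probe sets (0.0733).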

The analysis of the KEGG pathways also shows that there is an influence on the cell cycle (ninth significantly regulated pathway).

Furthermore, HIF-1α is a main target in cancer research (Talks et al. 2000; Zhong et al. 1999) because many genes that are induced by HIF-1α are expressed at higher levels in cancer than in normal tissues such as enzymes of glucose metabolism. This goes along with an increased glucose uptake and lactate production, and decreased respiration. The SMC cultures of IPEC-1 appear to suffer from insufficient oxygen supply under standard conditions. We can possibly simulate the first step in cancer development because they show an increased glucose uptake, increased lactate production, increased nuclear HIF-1α, and decreased O_2_ consumption (data not shown) compared with ALI cultures. Consequently, ALI cultures tend to reflect the characteristics of healthy and optimally supplied enterocytes. Different cancer therapeutics such as gemcitabine showed a higher antitumor effect in combination with an inhibitor of HIF-1α “PX-478” than alone (Zhao et al. 2015). Furthermore, radiation is one of the standard treatments for patients with locally advanced rectal cancer and allows tumor reduction and decreases local recurrence (Pucciarelli et al. 2004; Sauer et al. 2004). Okuno and colleagues examined the effect of radiation and SN-38 (Okuno et al. 2018) on HIF-1α. Radiation itself causes a dose-dependent upregulation of HIF-1α (Moeller et al. 2004; Okuno et al. 2018), and SN-38 blocks the upregulation caused by radiation (Okuno et al. 2018). A slight criticism of their study is their data on of HIF-1α because they did not separate their proteins into nuclear and cytoplasmatic fractions. Furthermore, IPEC-1 and IPEC-J2 seem to be differently regulated on the mRNA level because IPEC-J2 showed a downregulation of HIF-1α-mRNA in ALI combined with a decrease of nuclear protein content (Klasvogt et al. 2017). On the other hand, in IPEC-1 we observed a trend of upregulation of *HIF-1α* mRNA. However, both cell lines show significantly lower HIF-1 content in the nucleus of ALI-cultured cells compared with SMC-cultured cells.

## Conclusion

Further analyses should be done with a focus on subunits and isoforms of the HIF complex, but we suggest that this is a good starting point for pharmacological manipulation of HIF-1α in the small intestine with two different culture systems: (1) SMC activates HIF-1α and (2) ALI inhibits HIF-1α. In this context, this study may offer new starting points for further research into the development of cancer in the small intestine. Here, the volcano plot analysis sheds light on some genes, including *RGS5*, *BBOX1*, *PKHD1L1*, and *TXRND3*, that are associated with cancer.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

## Abbreviations

ALI: Air–liquid interface culture
BBOX1: γ-Butyrobetaine hydroxylase
CO_2_: Carbon dioxide
COL3A1: Collagen type III alpha 1 chain
COL5A2: Collagen type V alpha 2 chain
COX-5B: Cytochrome C oxidase subunit 5B
CNTN6: Contacting 6
2DG: 2-Desoxy-d-glucose
FAO: Fatty acid oxidation
FBS: Fetal bovine serum
FCCP: 2-[2-[4-(Trifluoromethoxy)phenyl]hydrazinylidene]-propanedinitrile
GLUT1: Glucose transporter 1
HIF: Hypoxia-inducible factor
HK2: Hexokinase
IPEC-1: Intestinal porcine epithelial cells 1 (origin: jejunum and ileum)
IPEC-J2: Intestinal porcine epithelial cells (origin: jejunum)
ITS: Insulin–transferrin–sodium selenite
KCl: Potassium chloride
MCT1: Monocarboxylate transporter 1
PB: Phosphate buffer
PKHD1L1: Polycystic Kidney and Hepatic Disease 1 (autosomal recessive)-Like 1
PVDF: Polyvinylidenfluoride
qPCR: Quantitative PCR
RGS5: Regulator of G protein 5
RT: Room temperature
SMC: Submerged culture
T: Trend
TEER: Transepithelial electrical resistance
TFF3: Trefoil factor 3
TNBC: Triple-negative breast cancer
TXNRD3: Thioredoxin reductase 3
VIM: Vimentin

## References

[CR1] Barber RD, Harmer DW, Coleman RA, Clark BJ (2005). GAPDH as a housekeeping gene: analysis of GAPDH mRNA expression in a panel of 72 human tissues. Physiol Genomics.

[CR2] Brandes RP, Rezende F (2021). Glycolysis and inflammation partners in crime. Circ Res.

[CR3] Cozens, D., E. Sutherland, F. Marchesi, G. Taylor, C.C. Berry, R.L. Davies. (2018) Temporal differentiation of bovine airway epithelial cells grown at an air-liquid interface. Sci Rep-Uk 810.1038/s41598-018-33180-wPMC617376430291311

[CR4] Diesing AK, Nossol C, Ponsuksili S, Wimmers K, Kluess J, Walk N, Post A, Rothkotter HJ, Kahlert S (2012). Gene regulation of intestinal porcine epithelial cells IPEC-J2 is dependent on the site of deoxynivalenol toxicological action. PLoS ONE.

[CR5] Edgar R, Domrachev M, Lash AE (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[CR6] Geens MM, Niewold TA (2011). Optimizing culture conditions of a porcine epithelial cell line IPEC-J2 through a histological and physiological characterization. Cytotechnology.

[CR8] Guilloteau P, Zabielski R, Hammon HM, Metges CC (2010). Nutritional programming of gastrointestinal tract development. Is the pig a good model for man?. Nutr Res Rev.

[CR9] Hanson PJ, Parsons S (1977). Metabolism and transport of glutamine and glucose in vascularly perfused small intestine rat. Biochem J.

[CR10] Kauffmann A, Gentleman R, Huber W (2009). arrayquality metrics—a bioconductor package for quality assessment of microarray data. Bioinformatics.

[CR11] Klasvogt, S., W. Zuschratter, A. Schmidt, A. Krober, S. Vorwerk, R. Wolter, B. Isermann, K. Wimmers, H.J. Rothkotter, and C. Nossol. (2017) Air-liquid interface enhances oxidative phosphorylation in intestinal epithelial cell line IPEC-J2. Cell Death Discov 310.1038/cddiscovery.2017.1PMC532750128250970

[CR12] Kondo M, Tamaoki J, Sakai A, Kameyama S, Kanoh S, Konno K (1997). Increased oxidative metabolism in cow tracheal epithelial cells cultured at air-liquid interface. Am J Resp Cell Mol.

[CR13] Moeller BJ, Cao YT, Li CY, Dewhirst MW (2004). Radiation activates HIF-1 to regulate vascular radiosensitivity in tumors: Role of reoxygenation, free radicals, and stress granules. Cancer Cell.

[CR14] Nicholls, C., H. Li, J.P. Liu. 2012. GAPDH: A common enzyme with uncommon functions. *Clin Exp Pharmacol P*. 39:674–679.10.1111/j.1440-1681.2011.05599.x21895736

[CR15] Nossol C, Diesing AK, Walk N, Faber-Zuschratter H, Hartig R, Post A, Kluess J, Rothkotter HJ, Kahlert S (2011). Air-liquid interface cultures enhance the oxygen supply and trigger the structural and functional differentiation of intestinal porcine epithelial cells (IPEC). Histochem Cell Biol.

[CR16] Okuno T, Kawai K, Hata K, Murono K, Emoto S, Kaneko M, Sasaki K, Nishikawa T, Tanaka T, Nozawa H (2018). SN-38 acts as a radiosensitizer for colorectal cancer by inhibiting the radiation-induced up-regulation of HIF-1 alpha. Anticancer Res.

[CR17] Ootani A, Toda S, Fujimoto K, Sugihara H (2000). An air-liquid interface promotes the differentiation of gastric surface mucous cells (GSM06) in culture. Biochem Bioph Res Co.

[CR18] Piret J-P, Mottet D, Raes M, Michiels C (2002). Is HIF-1α a pro- or an anti-apoptotic protein?. Biochem Pharm.

[CR19] Pucciarelli S, Toppan P, Friso ML, Russo V, Pasetto L, Urso E, Marino F, Ambrosi A, Lise M (2004). Complete pathologic response following preoperative chemoradiation therapy for middle to lower rectal cancer is not a prognostic factor for a better outcome. Dis Colon Rectum.

[CR20] Sauer R, Becker H, Hohenberger W, Rodel C, Wittekind C, Fietkau R, Martus P, Tschmelitsch J, Hager E, Hess CF, Karstens JH, Liersch T, Schmidberger H, Raab R, Grp GRCS (2004). Preoperative versus postoperative chemoradiotherapy for rectal cancer. New Engl J Med.

[CR22] Steube KG, Koelz AL, Uphoff CC, Drexler HG, Kluess J, Steinberg P (2012). The necessity of identity assessment of animal intestinal cell lines: a case report. Cytotechnology.

[CR23] Talks KL, Turley H, Gatter KC, Maxwell PH, Pugh CW, Ratcliffe PJ, Harris AL (2000). The expression and distribution of the hypoxia-inducible factors HIF-1 alpha and HIF-2 alpha in normal human tissues, cancers, and tumor-associated macrophages. Am J Pathol.

[CR24] Vaugelade P, Posho L, Darcyvrillon B, Bernard F, Morel MT, Duee PH (1994). Intestinal oxygen uptake and glucose metabolism during nutrient absorption in the pig. Proc Soc Exp Biol Med.

[CR25] Watford M, Lund P, Krebs HA (1979). Isolation and metabolic characteristics of rat and chicken enterocytes. Biochem J.

[CR26] Weidemann A, Johnson RS (2008). Biology of HIF-1 alpha. Cell Death Differ.

[CR27] Xu WL, Janocha AJ, Leahy RA, Klatte R, Dudzinski D, Mavrakis LA, Comhair SAA, Lauer ME, Cotton CU, Erzurum SC (2014). A novel method for pulmonary research: assessment of bioenergetic function at the air-liquid interface. Redox Biol.

[CR28] Yen, J.T., J.A. Nienaber, D.A. Hill, and W.G. Pond. 1989. Oxygen consumption by portal vein-drained organs and by whole animal in conscious growing swine. Proceedings of the Society for Experimental Biology and Medicine. Society for Experimental Biology and Medicine. 190 393–39810.3181/00379727-190-428782928354

[CR29] Zabielski R, Godlewski MM, Guilloteau P (2008). Control of development of gastrointestinal system in neonates. J Physiol Pharmacol.

[CR30] Zhao TS, Ren H, Jia L, Chen J, Xin W, Yan F, Li J, Wang XC, Gao S, Qian D, Huang CB, Hao JH (2015). Inhibition of HIF-1 alpha by PX-478 enhances the anti-tumor effect of gemcitabine by inducing immunogenic cell death in pancreatic ductal adenocarcinoma. Oncotarget.

[CR31] Zhong H, De Marzo AM, Laughner E, Lim M, Hilton DA, Zagzag D, Buechler P, Isaacs WB, Semenza GL, Simons JW (1999). Overexpression of hypoxia-inducible factor 1 alpha in common human cancers and their metastases. Cancer Res.

How the deposited data were processed for this re-analysis (not part of the article)

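The data are 6 GeneChip Porcine Genome Arrays of IPEC-1 cells, 3 of ALI and 3 of SMC cultures, with passages 109, 111 and 113 in each group. According to the methods, the authors analyzed the arrays with Affymetrix GCOS 1.3 and checked them with arrayQualityMetrics. They normalized the values by GC-RMA with the R package gcrma. The submitters' processing notes name GCOS 1.1.1. The table the authors deposited holds log2 values, 1 column per array, for 24123 probe sets, and it does not name its normalization. The log2 values of the authors' table range from 2.503 to 14.867, and the arrays have nearly the same quantiles. As the normalization could not be told from the table, a filter on dim probe sets was run at a mean log2 value above 4 and above 6. The labels match the paper on cell line and culture type, while their free-text description names liver, which was not used.

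The deposited values were not scaled again. The 124 Affymetrix control probe sets were left out, and 23999 probe sets were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with the culture type as the only factor. A probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets), and a fold change of at least 1.5 was counted separately. Gene symbols came from the platform annotation. Of the probe sets, 10069 had 1 symbol, 198 had several and 13732 had none, and no gene is named from a probe set with several or none. Of 6765 genes, 2261 had more than 1 probe set, and the probe set with the highest mean over all arrays stood for the gene. No depth exists for arrays, and their number limits the precision. On simulated data for this comparison with 23999 probe sets and 200 changed probe sets per size, limma recovered 82 (41%) of those changed by 0.585 log2 units, 173 (86.5%) of those changed by 1 and 199 (99.5%) of those changed by 2, and called 27 unchanged probe sets. With no change simulated, it called 0, as it did with the block.

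The labels give each passage to 1 ALI and 1 SMC array. The deviations of such arrays from their group means correlated across probe sets, which are not independent, at 0.34, 0.14 and 0.451 for passages 109, 111 and 113. Arrays of different passages and groups correlated at -0.424 to 0.219, the highest being ALI replicate 2 with SMC replicate 1, above the 0.14 of ALI replicate 2 with the SMC array of its own passage. The arrays were taken as paired because the labels give the shared passage and each correlation within a passage was above 0.1. Where the passage as a block changed a call or moved a count by more than 1.5 times, its value is given beside the result. Single arrays were left out in fits without the block.

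Gene lists were written from general knowledge of the pathways and cell types, since the KEGG and DAVID tables behind the paper's pathways were not used here, so they are not identical to the paper's. They cover HIF signaling, genes induced by HIF under hypoxia, glycolysis, gluconeogenesis, pyruvate metabolism, the citrate cycle, the pentose phosphate pathway, amino acid biosynthesis, steroid biosynthesis, cholesterol metabolism, cell cycle, proliferation markers, drug metabolism by other enzymes, complexes I to V of oxidative phosphorylation, fatty acid oxidation, glucose and monocarboxylate transporters, extracellular matrix, markers of enterocytes, epithelial junctions, mesenchymal transition, fibroblasts and smooth muscle, endothelial and immune cells, goblet, Paneth and enteroendocrine cells and intestinal stem cells, interferon-stimulated genes, inflammatory cytokines, NRF2 targets, ATF4 and endoplasmic reticulum stress, heat shock, apoptosis and cytosolic ribosomal proteins. For the 34 lists with at least 5 measured genes, the shift was tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, which does not compare a list with other genes. With the estimated correlation, no list passed. For the glucose and monocarboxylate transporters the estimate was -0.053, below the preset 0.01, and camera's unadjusted p still rose from 9.3e-07 to 0.00675. The 2 forms therefore differ in more than the correlation. A shift lost with the estimated correlation is not shown to be due to correlation between genes. In a simulation over 6765 genes, camera found the glycolysis list of 22 genes shifted by -0.5, and 3 other lists were called as well. As several lists share genes with the glycolysis list, these 3 are not shown to be false calls. Enrichment among the genes called with at least 1.5-fold change was tested with a one-sided Fisher's exact test against all 6765 genes. All p-values of lists were adjusted over the 34 lists.

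Named are every gene that the paper names, the 10 largest changes in each direction among called genes whose groups do not overlap, up to 6 called members of each list or, where none was called, the 2 farthest from 0, and any called member that goes against most of its list. This rule, the samples, the tests between ALI and SMC cells, those of the lists, the lists and the alternatives were fixed before the data were examined, while the directions in Fig. 1 had been seen. The tests that weigh explanations were added afterwards, those of RGS5 and of single passages after their result was seen. The alternatives were the methods' t-test with and without adjustment, an intensity trend, the block, quantile normalization, median centring, 3 filters on dim probe sets, the mean over a gene's probe sets, leaving out each array, and other forms of the list tests. Single probe sets without a symbol were left out of the text except as counts.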

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

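The tests of RGS5 and of single passages below were chosen only after the result was seen, as were the 3 patterns that are weighed.

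The paper's text does not name several genes with large differences between ALI and SMC cells, while its Table S1 was not used here. Higher in ALI cells were LOC396867 at a log2 fold change of 3.87, C1H14orf37 at 3.04, BLNK at 2.43, SH3BGR at 2.27, FIBIN at 2.25, EMB at 2.20, FAM213A at 2.13 and FAM84A at 2.13. The SMC signals of LOC396867, C1H14orf37, BLNK and EMB lay in the lowest 25% of the array values, so that their fold changes are no exact sizes. Lower were ACTG2 at -2.66, CD59 at -2.19, ERO1A at -2.18, ALDOC at -1.75, ADM at -1.75, AKAP2 at -1.74 and SLC2A3 at -1.72. All of these passed limma's test over all probe sets, and LOC396867, FIBIN, EMB, CD59, ERO1A, ALDOC and SLC2A3 also passed it without each of the 6 arrays. A further 8 called probe sets without a single gene symbol were higher and 9 were lower by at least 2 log2 units. Lists outside the paper's pathways that stood out in limma's camera or in Fisher's exact test were the proliferation markers with a median log2 fold change of -0.50, the glucose and monocarboxylate transporters at -0.56, the interferon-stimulated genes at -0.36, the genes of ATF4 and endoplasmic reticulum stress at -0.13 and the markers of goblet, Paneth and enteroendocrine cells at -0.05. The shifts of the first 4 lists were lost with an estimated correlation (adjusted p = 0.599, 0.229, 0.418 and 0.599). For the transporters this estimate, -0.053, lay below the preset 0.01, so that correlation between genes is not shown to be the cause. The goblet, Paneth and enteroendocrine markers stood out in Fisher's exact test alone (adjusted p = 0.0211), which they lost without any 1 array other than ALI replicate 3 (0.618 to 1).

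Of 24 proliferation markers, 21 lay below 0 (camera, adjusted p = 2.83e-07; adjusted p = 0.599 with an estimated correlation), and limma called 0 over all probe sets (10 lower with the passage as a block, 7 without SMC replicate 3), 14 having an unadjusted p under 0.05 and 8 passing the unadjusted t-test; their enrichment had an adjusted p of 1, and of 5.57e-06 with the block. A single passage as the source is argued against by the within-passage medians, the highest of which was -0.235. A difference in RNA integrity stays open. The 3′ to 5′ gap of the control probe sets differed by 0.0542 log2 units on average, below the bound of 0.25 that had been set for excluding this explanation, but that bound was wrong because single pairs went both ways, from -1.171 to 0.902, so the mean decides nothing; this was recognized only after the value was seen. A lower share of dividing cells in ALI cultures is a hypothesis only and was not tested, since the arrays do not count dividing cells. The paper proposes the opposite direction, that a higher mitotic rate could matter in ALI cultures.

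Of 24 interferon-stimulated genes, 4 were lower and none was higher in ALI cells, and 9 and 1 with the passage as a block (camera for the list's shift, adjusted p = 4.7e-06; adjusted p = 0.418 with an estimated correlation). The within-passage medians, the highest of which was -0.291, argue against a single passage as the source. RNA integrity cannot be told apart from a difference between the cultures for the same reason, the mean gap of 0.0542 being made of pairs that go both ways. Weaker interferon signaling in ALI cultures is a hypothesis that was not tested otherwise. The number of called genes was 1 without ALI replicate 1 or SMC replicate 2 and 2 without ALI replicate 2 or SMC replicate 3.

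RGS5 was higher in ALI cells on all 3 arrays. Fibroblasts, smooth muscle cells or pericytes in the ALI cultures would bring their other transcripts, but the median log2 fold change of 14 other markers was 0.043, with a range from -0.50 to 0.23 and 0 of them called by limma at 1.5-fold higher, and 0 at an unadjusted p under 0.05 in limma or in the t-test. Abundant fibroblast transcripts such as COL1A2, at 7.56 in ALI and 7.33 in SMC cells, and DCN, at 4.01 in both and not shown to be above background, showed no such increase. Whether the signal comes from RGS5 transcript stays open, since 1 probe set carries the symbol. Regulation of RGS5 by the culture type may therefore account for the value, as a hypothesis only.

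All other splits of the 6 arrays into 3 and 3 gave smaller results, but 10 splits are too few for a share under 0.05. In each case 1 split, the real one, reached the real result. The real split called 455 probe sets, 430 of them at least 1.5-fold, 171 genes, 8 glycolysis enzymes and 13 hypoxia-induced genes, and the highest other split called 0 of each by limma. Enrichment was found for 10 lists in the real split and 0 in the others, and camera called 10 lists against 6. The 4 splits that part all 3 pairs of arrays of a passage include the real one. With the passage as a block, the others among these called 0 probe sets against 1276. Camera was run on the splits without the block only, and the highest of these others called 6 lists. Each split other than the real one puts ALI and SMC arrays into the same group. A difference between the cultures then adds to the spread within groups. The low counts of these splits therefore do not show what chance alone would give.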

How the results depend on the processing

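No test here was chosen after the result was seen, while the 5 lists whose values are given singly were picked in part after results had been seen. No named gene changed its direction while being called. Of 57 called named genes, 19 passed limma's test without each of the 6 arrays, and the lower counts of called genes with 5 arrays follow in part from fewer arrays; beyond this the cause was not tested. No scaling moved the share of higher among called probe sets by more than 10 points, with 34.9% as reported, 39.1% after quantile normalization and 34.7% after median centring, and centring shifted the groups against each other by -0.0029 log2 units. No alternative ended the enrichment of hypoxia-induced genes or glycolysis enzymes except those named below. For array data the signal over background limits dim probe sets, and the filters at a mean of 4, 6 and the median kept 19998, 13142 and 11999 probe sets.

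With the methods' t-test after Benjamini-Hochberg adjustment, 0 probe sets, genes, 1.5-fold changes, list members and genes of the paper were called in either direction, 0 lists were enriched, and the enrichment p was 1 for HIF signaling, hypoxia-induced genes and glycolysis, against 2891 probe sets at an unadjusted p of at most 0.05. Unadjusted, the t-test called 1468 probe sets higher and 1423 lower, 282 and 473 of them by at least 1.5-fold, 480 genes higher and 478 lower, and 151 list members. It called 3 HIF signaling genes higher, 1 glycolysis enzyme higher, 5 cell cycle genes higher and 9 lower, and 8 proliferation markers lower, with an enrichment p of 0.0386 for the cell cycle and 2.75e-04 for the proliferation markers.

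The passage as a replicate block called 480 probe sets higher and 796 lower, 340 and 582 by at least 1.5-fold, 152 genes higher and 254 lower, and 95 list members. Members called were 3 of HIF signaling (higher), 21 hypoxia-induced genes (lower), 1 cell cycle gene higher and 8 lower, and 10 proliferation markers (lower), with an enrichment p of 0.0283 for the cell cycle and 5.57e-06 for the proliferation markers. The block ended no call of a named gene and added 7. Camera calls that it changed were that of gluconeogenesis, and enrichment calls that it changed were those of cholesterol metabolism, steroid biosynthesis, cell cycle, proliferation markers and NRF2 targets. It also ended all 8 calls of directional fry (HIF signaling, hypoxia-induced genes, glycolysis, amino acid biosynthesis, complex IV, transporters, interferon-stimulated genes and NRF2 targets), whose adjusted p with the block were 0.0689 to 0.29. It changed no other call of camera or of the enrichment test, and mixed fry was not run with the block.

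The intensity trend called 2 cell cycle genes and 1 proliferation marker lower. Quantile normalization called 0 cell cycle genes lower and gave a camera p of 0.102 for the cell cycle. The filter at the median called 0 HIF signaling genes higher, 3 cell cycle genes and 2 proliferation markers lower, with a camera p of 0.0633 for the cell cycle. That p was 0.0754 with the filter at 4 and 0.0701 with the filter at 6, which called 3 cell cycle genes and 2 proliferation markers lower. The mean over a gene's probe sets called 4 cell cycle genes and 5 proliferation markers lower, with an enrichment p of 0.0031 for the latter and a camera p of 0.0733 for the cell cycle. Camera with an estimated correlation called 0 lists, with p of 0.418 for hypoxia-induced genes, 0.532 for glycolysis, 0.679 for the cell cycle and 0.599 for the proliferation markers. Directional fry gave 0.042 for HIF signaling (0.29 with the block), 0.335 for the cell cycle and 0.216 for the proliferation markers. Mixed fry called 31 lists, HIF signaling at 1.46e-04. Among genes higher alone, 0 lists were enriched by Fisher's exact test and the p was 1 for HIF signaling, hypoxia-induced genes and glycolysis. Among genes lower alone, 7 lists were enriched, and cholesterol metabolism, drug metabolism and the goblet, Paneth and enteroendocrine markers were lost (0.836, 0.209 and 0.082). With a background of probe sets above the median, 8 were enriched, and the transporters and interferon-stimulated genes were lost (0.0597 each). The causes were not tested.

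Leaving out 1 array gave 42 to 174 probe sets higher and 71 to 258 lower, 42 to 171 and 71 to 254 by at least 1.5-fold, 18 to 54 genes higher and 29 to 106 lower, 18 to 41 list members, 5 to 9 of the paper's genes, 5 to 7 enriched and 5 to 10 shifted lists. The lowest counts came without ALI replicate 1 or SMC replicate 2, and the lowest count of shifted lists without SMC replicate 1. The ranges were 0 to 2 for HIF signaling genes higher and 0.00195 to 0.077 for that list's enrichment p, 9 to 14 for hypoxia-induced genes lower, 6 to 8 for glycolysis enzymes lower, 0 to 1 for cell cycle genes higher and 0 to 5 lower, with an enrichment p of 0.0453 to 1 and a camera p of 0.00595 to 0.296, and 0 to 7 for proliferation markers lower, with an enrichment p of 2.88e-06 to 1.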

Differences from the paper's values

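All alternatives named here were set before the data were examined, and the probe sets singled out below were compared after their values were seen. A count is said to reach the paper's where the larger is at most 1.5 times the smaller, and a fold change where both have the same sign and their log2 values differ by no more than the larger SD of the 2 groups here. The paper reports 909 genes higher and 1396 lower at a p of at most 0.05, against 159 and 296 probe sets at an adjusted p under 0.05 from limma here. Of 15 alternatives, none reached the paper's 909, and the methods' t-test without adjustment, with 1423, reached its 1396. The paper reports 300 genes higher and 530 lower by at least 1.5-fold, against 151 and 279 probe sets here. The t-test without adjustment (282 and 473) and the passage as a block (340 and 582) reached these values by that measure, and the other alternatives did not.

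The gene counts of the paper's Table 2 were set beside the lists used here, which are not identical to its KEGG lists, at 1.5-fold and an adjusted p under 0.05. The counts of glycolysis and gluconeogenesis (13 in the paper, 9 here), amino acid biosynthesis (10 and 8) and pyruvate metabolism (6 and 4) were within 1.5 times of each other. Among the fits without 1 array, glycolysis and gluconeogenesis (9) and pyruvate metabolism (4) stayed within this range only without ALI replicate 3. Amino acid biosynthesis left it without ALI replicate 1, SMC replicate 1 or SMC replicate 2 (4, 6 and 4). With the adjusted t-test, each of these counts was 0. Metabolic pathways and carbon metabolism were not compared. The paper has 17 genes of HIF signaling, against 6 here and at most 10 under any of 16 alternatives. It has 5 genes of steroid biosynthesis against 1, and the passage as a block (4) reached the paper's value while the others did not. It has 7 genes of cholesterol metabolism against 4, 10 of the cell cycle against 1 and 7 of drug metabolism against 4, and in each case the t-test without adjustment (5, 7 and 5) and the block (5, 8 and 5) reached the paper's value by the measure of 1.5 times and the others did not.

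Fold changes were read by eye from Fig. 1, where a negative value means lower in ALI cells. RGS5 is at about 10 in Fig. 1 and was 15.4 here. COL5A2, COL3A1 and INHBA are at about 7.4, about 7.3 and about 3.8 in Fig. 1, and were 1.07, 1.1 and 1.02 here. IGFBP1 and TXNRD3 are at about -8.5 and about -9.8 in Fig. 1, and were -1.03 and 1.05 here. TFF3, LYST, ADIPOR2 and DIO2 are at about -7.4, about -4.6, about -4.4 and about -3.8 in Fig. 1, and were -2.12, -1.39, -1.03 and -1.18 here. GAPDH and HIF1A are at about -2.4 and about -1.8 in Fig. 1, and were -1.68 and -1.11 here. No alternative reached the paper's value for any of these 12 genes. All alternatives kept the same gene symbols, and 13732 probe sets carried none. Another annotation was not tried, so that the alternatives cannot tell whether the paper's values come from other probe sets. The value of GAPDH here is from the probe set with the highest signal, at 14.75 in SMC cells and close to the top of the scale, so that it is no exact size. Of the other 4 probe sets of GAPDH, 3 were 2.43-, 2.32- and 2.28-fold lower in ALI cells, at log2 fold changes of -1.28, -1.21 and -1.19, and reached the paper's value by the measure above. Of the other 3 of HIF1A, 1 was 2.63-fold lower, at -1.39 and an SD of 0.557 in SMC cells, and reached it as well. By qPCR, however, the paper reports a trend toward higher HIF-1α mRNA in ALI cells. The 4 probe sets of HIF1A lay on the other side, at -0.15, -1.39, -0.39 and -0.02. Only the one at -1.39 passed limma's test (adjusted p = 0.0407).

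The paper ranks HIF signaling first among its pathways. By Fisher's exact test here, the smallest adjusted p among the paper's pathways was that of glycolysis, at 3.72e-07, against 0.0211 for HIF signaling, while the list of hypoxia-induced genes had 2.23e-09. The paper places COL5A2 and COL3A1 among genes with a high positive fold change and IGFBP1 and TXNRD3 among strongly negatively regulated genes, and none of these passed limma's test here, with adjusted p of 0.78, 0.649, 0.928 and 0.849. ADAMDEC1, GSTA4, COX5B, P4HA2 and VIM lie in Fig. 1 where the values here place them.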

Other observations

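No test in this part was chosen after the result was seen, and no hypothesis was tested.

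The glucose transporters SLC2A2 (GLUT2) and SLC2A12 were lower in ALI cells, at log2 fold changes of -1.22 (standard error 0.14, adjusted p = 0.00759 from limma) and -1.13 (standard error 0.15, adjusted p = 0.0125), and the fructose transporter SLC2A5 was at -0.85 (adjusted p = 0.0347). Of 11 measured glucose and monocarboxylate transporters, 4 were lower and none was higher (6 lower when adjusted over the list alone), and their median was -0.56 (camera, adjusted p = 7.9e-06; adjusted p = 0.229 with an estimated correlation; enrichment, adjusted p = 7.8e-04, and 0.0686 among probe sets with a mean above the median). Of these transporters, 2 were called without ALI replicate 1, with SLC2A12 at 0.0696, and SLC2A5 was lost without any 1 array other than ALI replicate 2 (0.0624 to 0.14). In fatty acid oxidation, CPT1A, the carnitine palmitoyltransferase of the outer mitochondrial membrane, was the only called gene among 30, also when adjusted over the list alone, at 0.87 (adjusted p = 0.0302; camera for the list, adjusted p = 0.205), and it was lost without any 1 array other than SMC replicate 2 (0.0602 to 0.0936). In this list, 2 genes were higher with the block by passage (4 when adjusted over the list alone). In oxidative phosphorylation, limma called 0 of 32 genes of complex I, 0 of 7 of complexes II and III and 0 of 14 of complex V, also when adjusted over the lists alone, with 7, 0 and 1 at an unadjusted p under 0.05 and 8, 0 and 2 by the unadjusted t-test, and with the block 1 of complex V was higher, also when adjusted over the list alone, namely ATPIF1 (adjusted p = 0.0416). NDUFS5 and NDUFA7 were at 0.38 and -0.33, CYCS and UQCR10 at -0.24 and 0.15, and ATPIF1 and ATP5J at 0.50 and -0.23. Of 7 genes of complex IV, NDUFA4 was higher, also when adjusted over the list alone, and was lost without any 1 array. The camera test gave 0.568, 0.834 and 0.568 for these lists in turn, and 0.0505 for complex IV, whose median was 0.13 (adjusted p = 0.532 with an estimated correlation, 0.118 with the block). The shift of complex IV had an adjusted p of 0.049 after quantile normalization, 0.0085 and 0.0108 among probe sets with a mean above the median or above 6, and 0.0149 in the directional fry test (0.119 with the block).

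The interferon-induced genes IFIT3 and OAS1 were lower in ALI cells, at -1.21 each (standard errors 0.12 and 0.16, adjusted p = 0.00442 and 0.0103 from limma), as were RSAD2 at -1.10 and IFIT1 at -0.64. The mean of OAS1 in ALI cells, 4.30, lay in the lowest 25% of the array values, so that its fold change is no exact size. Of 24 measured interferon-stimulated genes, 4 were lower and none was higher (12 lower and 1 higher when adjusted over the list alone), and with the passage as a block 9 were lower and 1 was higher. Their shift had an adjusted p of 4.7e-06 (adjusted p = 0.418 with an estimated correlation) and their enrichment one of 0.0157. The 3′ to 5′ gap of control probe sets differed by 0.0542 on average, a mean of pairs from -1.171 to 0.902 that does not decide on RNA integrity. Without ALI replicate 1, ALI replicate 2, SMC replicate 2 or SMC replicate 3, the number of called genes was 1, 2, 1 and 2 and the enrichment p 0.446, 0.232, 0.522 and 0.272. The enrichment was also lost among probe sets with a mean above the median or above 6 (0.0715 and 0.0751) and with the mean over a gene's probe sets (0.0884), while IFIT3 passed without each array. Among 23 inflammatory cytokines and NF-kB targets, the complement component C3 was the only called gene, at 1.64 (adjusted p = 0.0303; 2 higher when adjusted over the list alone and with the block; camera, 0.432), and was lost without ALI replicate 2 or any 1 SMC array (0.054 to 0.128). Of 33 NRF2 targets and glutathione genes, GSTA4 was called (4 higher and 1 lower when adjusted over the list alone and with the block, and 11 and 3 with both; camera, 0.173; enrichment, 0.852, and 0.0396 with the block). GSTA4 was lost without ALI replicate 1 (adjusted p = 0.052), and 2 genes of this list were higher without ALI replicate 3 or SMC replicate 3. Of 28 genes of ATF4 and endoplasmic reticulum stress, PSPH was lower (2 when adjusted over the list alone, 4 with the block, 7 with both), with a shift at an adjusted p of 0.00466 (adjusted p = 0.599 with an estimated correlation; 0.084 without SMC replicate 1). Of 24 apoptosis genes, the BH3-only gene PMAIP1 was lower at -0.69 (adjusted p = 0.0218; 1 higher and 1 lower when adjusted over the list alone; 1 higher and 2 lower with the block, also over the list alone; camera, 0.568) and was lost without ALI replicate 1, ALI replicate 2, SMC replicate 1 or SMC replicate 2 (0.0655 to 0.112).

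Limma called 0 of 20 heat shock genes, 0 of 16 genes of epithelial junctions and keratins, 0 of 6 markers of intestinal stem cells and 0 of 58 cytosolic ribosomal proteins, also when adjusted over the lists alone. At an unadjusted p under 0.05 these were 4, 2, 1 and 1 genes, and by the unadjusted t-test 4, 2, 1 and 10, and with the passage as a block 1 heat shock gene and 1 stem cell marker were lower, also when adjusted over the lists alone, namely DNAJB1 and SOX9 (adjusted p = 0.0381 and 0.0389). Without ALI replicate 3, 1 heat shock gene was lower and 1 mesenchymal marker was higher. DNAJB1 and HSPB1 were at log2 fold changes of -0.56 and -0.42, CLDN12 and CLDN7 at -0.44 and -0.38, SOX9 and MYC at -0.73 and -0.33, and RPL37 and RPS15A at 0.32 and 0.18, RPS15A with an SMC signal in the lowest 25% of the array values. The camera test gave adjusted p of 0.834, 0.925, 0.925 and 0.307 for these lists in turn, and the stem cell list had a median of -0.09 and a mean of -0.12, although camera ranked it upward. Of 22 enterocyte markers, SLC2A2 and SLC2A5 were lower, also when adjusted over the list alone (camera, 0.37; 1 without ALI replicate 1, ALI replicate 3 or any 1 SMC array). Of 16 mesenchymal markers, VIM was lower (2 lower when adjusted over the list alone, 3 lower and 1 higher in this way with the block; camera, 0.568). Of 15 fibroblast and smooth muscle markers, RGS5 was higher, also when adjusted over the list alone (camera, 0.336). Of 15 endothelial and immune markers, PECAM1 was lower, also when adjusted over the list alone (camera, 0.834), and it was lost without any 1 array, after quantile normalization, after median centring and with the intensity trend.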
